# Integrated miRNA–mRNA Analysis Reveals Critical miRNAs and Targets in Diet-Induced Obesity-Related Glomerulopathy

**DOI:** 10.3390/ijms25126437

**Published:** 2024-06-11

**Authors:** Marina López-Martínez, Maria Pilar Armengol, Irina Pey, Xavier Farré, Paula Rodríguez-Martínez, Mireia Ferrer, Esteban Porrini, Sergio Luis-Lima, Laura Díaz-Martín, Ana Elena Rodríguez-Rodríguez, Coriolano Cruz-Perera, Marta Alcalde, Maruja Navarro-Díaz

**Keywords:** microRNA, biomarker, targetome, obesity-related glomerulopathy, mesangial matrix increase, podocyte hypertrophy, Wistar rats

## Abstract

This study aimed to investigate obesity-related glomerulopathy (ORG) at cellular, structural, and transcriptomic levels. Thirty Wistar rats were randomized into two groups: 15 rats were fed with a standard diet (SD-rats), and 15 rats were fed with a high-fat diet (HFD-rats). After 10 weeks, the weight, kidney function, histological features, and transcriptomic changes were assessed. HFD-rats gained significantly more weight (55.8% vs. 29.2%; *p* < 0.001) and albuminuria (10,384.04 ng/mL vs. 5845.45 ng/mL; *p* < 0.001) compared to SD-rats. HFD-rats exhibited early stages of ORG, with predominant mesangial matrix increase and podocyte hypertrophy (PH). These lesions correlated with differentially expressed (DE) genes and miRNAs. Functional analysis showed that miR-205, which was DE in both the kidneys and urine of HFD-rats, negatively regulated the PTEN gene, promoting lipid endocytosis in podocytes. The downregulation of PTEN was proved through a higher PTEN/nephrin ratio in the SD-rats and the presence of lipid vacuoles in HFD-podocytes. This study has found a specific targetome of miRNAs and gene expression in early stages of ORG. Also, it emphasizes the potential value of miR-205 as a urinary biomarker for detecting podocyte injury in ORG, offering a tool for early diagnosis, and opening new avenues for future therapeutic research of obesity-related glomerulopathy.

## 1. Introduction

Obesity is a modifiable risk factor for the development and progression of chronic kidney disease (CKD) [1,2]. The risk of new-onset albuminuria, one of the two criteria documented for CKD diagnosis, increases by 51% in individuals with obesity [1]. In 2017, 697.5 million cases of all-stage CKD were recorded [3], an increase that was partially explained by the growing prevalence of obesity worldwide. Regrettably, 2.6 million deaths in 2017 were attributable to impaired kidney function, indicating that all-age CKD mortality increased by 41.5% between 1990 and 2017 [3]. The spread of obesity and its associated comorbidities has led to global health crises.

The pathogenesis of obesity-related glomerulopathy (ORG) is unclear, as not all individuals with obesity develop CKD. Clinical manifestations of ORG include glomerular hyperfiltration, proteinuria, and renal impairment, making it a secondary form of focal segmental glomerulosclerosis (FSGS) [4]. Interestingly, before secondary FSGS is established, drastic weight loss through bariatric surgery reverses the initial clinical alterations in ORG [5]. Therefore, an early diagnosis should be mandatory to prevent the development and progression of CKD.

In a previous study, we first described the presence of early-stage ORG in patients with severe obesity without overt clinical renal manifestations [6]. Therefore, many individuals with obesity may be at risk for developing chronic kidney disease (CKD) without definitive clinical evidence for detection. This poses a challenge in identifying kidney damage at a stage where it could still be potentially reversible. Moreover, in cases where patients exhibit only microalbuminuria, the ethical considerations around the necessity of a kidney biopsy arise, especially when specific treatments for obesity-related glomerulopathy (ORG) are lacking. The need for antiproteinuric treatment remains consistent in such scenarios [7]. Undoubtedly, the discovery of non-invasive biomarkers for ORG would enable early diagnosis without subjecting patients to unnecessary risks.

To deepen our knowledge of the preliminary phase of ORG, further preclinical research into the cellular and molecular changes is of special interest. At the molecular level, these processes are regulated by the integrated actions of various damaging and protective/regenerative biological pathways. Scientific investigation of epigenetic modifications is currently in the pipeline not only for the characterization of diseases but also for prognosis and therapeutic approaches [8]. So-called “microRNAs” (miRNAs) are short, non-coding RNAs (ncRNAs) that play principal roles in normal physiological processes as well as in the development of diseases [9]. For example, miRNAs play critical roles in modulating gene expressions implicated in cell differentiation, growth/proliferation, migration, metabolism, and defense and exhibit tissue-specific patterns [10].

The field where miRNA analysis has been extensively studied is cancer. Indeed, consistent data suggest that the dysregulation of specific ncRNAs contributes to cancer development by upregulating or silencing target genes. Epigenetic signatures have been demonstrated to be characteristic of many cancers, and miRNAs also appear to be independent prognostic factors of the disease [8,10]. Also, some miRNAs have been identified as being involved in kidney diseases. Moreover, some miRNAs have been evaluated, in clinical trials, as therapeutic targets, such as in Alport syndrome and autosomal dominant polycystic kidney disease. Intriguingly, miRNA expression profiling studies have found that miRNAs also influence the initiation and progression of obesity-related kidney injury [11]. Considered as plausible non-invasive biomarkers, some urinary exosomal microRNAs in obesity-associated CKD have already been isolated [11]. Identifying miRNAs implicated in the early stages of ORG in the urine of patients with obesity could allow forward diagnosis and treatment. Furthermore, the stratification of patients into low- and high-risk categories for developing CKD would reduce the overall disease burden [11].

Overall, understanding the initial changes in obesity-related renal disease at the cellular, structural, and transcriptomic levels will help to recognize the pathogenic phenomena that occur in this disease. To enhance our knowledge of ORG and identify potential biomarkers, this study aimed to establish the first interactome of miRNAs, their targetome, and the presence of kidney lesions in obesity.

## 2. Results

### 2.1. Weight Gain in Rats with Diet-Induced Obesity

The SD-fed rats reached a median weight of 461.33 ± 37.36 g (29.20% gain) after 10 weeks, whereas the HFD-fed rats gained 55.83% (544.06 ± 43.66 g), *p* < 0. 001 (Figure 1). Although all 30 rats developed obesity, significant differences in absolute weight were observed between the two groups (*p* < 0.001, Student’s *t*-test). The HFD-fed rats developed obesity between weeks 2 and 6, whereas half the SD-fed rats developed obesity by week 10. The rate of weight gain in the HFD group was 2.3 times higher than that in the SD group.

### 2.2. Renal Function

Albuminuria levels were measured in 24 h urine samples collected and correlated with the body weight increase (*r* = 0.702; *p* < 0.001). The HFD-fed rats exhibited higher albuminuria levels than the SD-fed rats (10,384.04 ± 1167.96 ng/mL vs. 5845.45 ± 2616.79 ng/mL; *p* < 0.001, respectively). Renal function, assessed by the iohexol plasma clearance technique, was not significantly different between the two groups (67.8 ± 11.6 mL/min in the SD-fed rats vs. 71.67 ± 10.8 mL/min in the HFD-fed rats).

### 2.3. Study of Renal Morphological Changes

The rat kidneys of both the SD and HFD groups were surrounded by adipose tissue, with the kidneys of the HFD-fed rats appearing larger than those of the SD-fed rats. All the HFD-fed rats exhibited early ORG lesions observed in humans (mesangial matrix increase (MMI), podocyte hypertrophy (PH), mesangial cell proliferation (MCP), and glomerulomegaly), whereas the SD-fed rats only exhibited MMI and PH (Figure 2a–f). Morphometric analysis revealed a higher MMI in the HFD group than in the SD group (a mean of 93% of the glomeruli analyzed vs. 53%; *p* < 0.001). The glomerular area was significantly larger in the HFD group than in the SD group (10,640.92 ± 1220.62 μm^2^ vs. 8562.28 ± 838.10 μm^2^; *p* = 0.003). Enlarged and vacuolated proximal tubular cells with signs of protein reabsorption were also observed (Figure 2g). No focal or segmental glomerulosclerosis, interstitial fibrosis, or tubular atrophy was observed. TEM revealed swollen podocytes with an increased number of cytoplasmic organelles, especially mitochondria and lipid vacuoles (Figure 2h–j). The HFD group had a lower podocyte density (18.09%) than the SD group (23.65%) (Figure 3).

### 2.4. Diet-Induced Transcriptomic Changes and Validation of DE RNAs in Rat Kidneys

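Kidney mRNA was sequenced from 16 Wistar Han rats, an outbred strain. Of these, 8 had been fed the standard diet (SD, 4% fat by weight) and 8 the high-fat diet (HFD, 34.4% fat by weight) for 10 weeks. The authors prepared directional libraries from total kidney RNA, trimmed adapters with Cutadapt, quantified genes in the Rnor6.0 genome with Salmon and tested them with DESeq2. The values analyzed here are their normalized counts. They summed to between 17623718 and 22565849 per library in the SD group, with a median of 20645414, and to between 18482535 and 21078315 in the HFD group, with a median of 19682740. The paper states 40 to 50 M reads per sample. The normalized counts are not whole multiples of a common step, so the reads behind a single value are not known. In all, 13673 genes had a mean of at least 5 and were compared with limma on log2 of the normalized count plus 1. A gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg) with an absolute log2 fold change over 1.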

To profile diet-related gene changes in the kidneys, RNA-Seq experiments were performed to compare gene expression levels in the SD (*n* = 9) and HFD (*n* = 8) groups, detecting 14,700 expressed genes. 

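The kidney transcriptomes of SD and HFD rats overlapped. At one end of the first principal component, which held 46.2% of the variance of the 13673 genes, were 2 SD rats (1247 and 1248) and 3 HFD rats (1252, 1255 and 1274), all with mesangial matrix increase (MMI). The other 3 rats with MMI (1250, 1256 and 1267) lay between 1.39 and 25.7 on the same axis, beside rats without it. In a tree built from the distances between libraries, one main branch held 5 SD and 5 HFD rats and the other 3 of each (Fisher's exact test, p = 1). The mean distance between rats on different diets exceeded that between rats on the same diet by 0.483% (exact permutation test over 12870 splits, two-sided, p = 0.889). With the 500 most variable genes alone, the same exact permutation test gave p = 0.61.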

Hierarchical clustering revealed similarities between the samples from the SD and HFD groups, although they were not entirely distinct (Figure 4a). Genes were considered as DE if the adjusted *p*-value was <0.05 and the absolute log2FoldChange was >1, yielding four clearly DE genes (Epha3 and Atp12a were upregulated; Robo3 and Sult4a1 were downregulated in the HFD group). Additionally, 11 genes showed a tendency toward DE, including Htr5b, Ccl20, and Pros1 (Figure 4b). These genes are implicated in renal injury prevention (Epha3 and Pros1), inflammation (CCL20), and nervous system function (Sult4a1, Robo3, and Htr5b). 

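Epha3 (ENSRNOG00000030285), which encodes an ephrin receptor tyrosine kinase, stood at 13.7 ± 6.97 normalized counts (standard deviation, n = 8) in the HFD group and 3.36 ± 2.20 (n = 8) in the SD group. All 8 HFD rats lay above every SD rat, and the highest was HFD rat 1252 at 28.3. The log2 fold change of Epha3 was 1.82 (standard error 0.37, unadjusted p = 0.000127, adjusted p = 0.433 from limma). Atp12a (ENSRNOG00000020685), the catalytic subunit of the non-gastric proton-potassium pump of the collecting duct, stood at 203 ± 107 in the HFD group and 54.8 ± 36.9 in the SD group, with 6 HFD rats above every SD rat. On the log2 scale the difference was 1.92 (standard error 0.41, adjusted p = 0.513). Robo3 (ENSRNOG00000030016), an axon guidance receptor, stood at 7.82 ± 2.74 in the HFD group and 22.2 ± 12.0 in the SD group, where SD rat 1244 reached 48.7. All 8 HFD rats lay below every SD rat, and the log2 fold change was -1.32 (standard error 0.30, adjusted p = 0.651). Sult4a1 (ENSRNOG00000046975), a sulfotransferase best known from the brain, stood at 141 ± 63.4 in the HFD group and 399 ± 155 in the SD group, a log2 fold change of -1.51 (standard error 0.29, adjusted p = 0.433). At the thresholds given, limma called 0 of the 13673 genes. An unadjusted p-value under 0.05 was found for 593 genes, where 684 would be found by chance alone. Of the 593, 51 had an absolute log2 fold change over 1, 16 higher and 35 lower in the HFD group. The mRNA of Actb, a reference gene of the qPCR, had a log2 fold change of 0.36 (standard error 0.19).

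**Figure D1:**
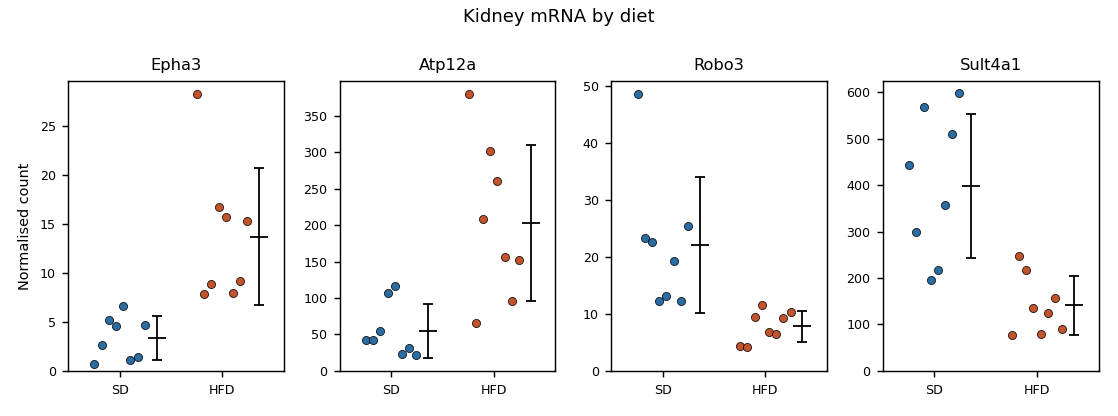
Normalized counts of Epha3, Atp12a, Robo3 and Sult4a1 in kidney mRNA (vertical axes, from 0) of the 8 SD and the 8 HFD rats (horizontal axis). Each point is a rat, and the line and bar give the mean and the standard deviation; for Epha3 the means are 3.36 and 13.7.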

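Htr5b, a serotonin receptor, stood at 18.9 ± 7.22 normalized counts (standard deviation, n = 8) in the HFD group and 39.9 ± 10.5 in the SD group, and 5 HFD rats lay below every SD rat. For Htr5b the log2 fold change was -1.10 (standard error 0.26, adjusted p = 0.802 from limma). Ccl20, the chemokine that attracts CCR6-bearing lymphocytes, stood at 41.5 ± 41.5 in the HFD group and 10.3 ± 4.01 in the SD group, with HFD rat 1274 alone at 135. Ccl20 had a log2 fold change of 1.48 (standard error 0.47, adjusted p = 0.918), and 6 HFD rats lay above every SD rat. Pros1, the anticoagulant protein S, stood at 731 ± 116 in the HFD group and 489 ± 104 in the SD group, a log2 fold change of 0.59 (standard error 0.14, adjusted p = 0.651), although SD rat 1245 reached 708. Of the other genes in Table S1, Sez6 had a log2 fold change of 1.45 (standard error 0.44), Plppr4 1.01 (standard error 0.34), LOC103690019 1.47 (standard error 0.47), Mroh9 1.18 (standard error 0.53) and Tmem258b -0.62 (standard error 0.18). Nr4a3 and Krt5 rested on HFD rat 1255, which held 221 and 1346 normalized counts against group medians of 11.2 and 3.78. Their log2 fold changes were 0.63 (standard error 0.61) and 0.48 (standard error 1.19). Among the genes with the smallest p-values outside the table, Klrb1c, a natural killer cell receptor, had a log2 fold change of 1.38 (standard error 0.26), and the cytochrome P450 Cyp2c11 one of 1.13 (standard error 0.23), both at an adjusted p of 0.433. Abca4 (-0.68, standard error 0.15) and the complement gene C3 (-0.66, standard error 0.17) had negative values. None of the genes named here passed the threshold.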

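Groups of genes fixed by function were compared as lists with camera. Of 15 genes of endoplasmic reticulum stress, 12 had a positive log2 fold change (median 0.19, adjusted p = 0.00111), among them the chaperones Hspa5 (0.37, standard error 0.13), Hsp90b1 (0.30, standard error 0.10) and Pdia4 (0.38, standard error 0.16). Oxidative phosphorylation, with 2 of 18 above 0 (median -0.20, adjusted p = 0.000784), included Cox5b (-0.48, standard error 0.23) and Cyc1 (-0.32, standard error 0.13). Of 13 macrophage markers, 1 was above 0 (median -0.37, adjusted p = 0.00111), with Aif1 at -0.51 (standard error 0.22) and Lyz2 at -0.45 (standard error 0.24). The cell cycle list had 10 of 11 above 0 (median 0.29, adjusted p = 0.0122), led by Top2a (0.91, standard error 0.44). With a correlation between genes estimated from the data, each of these 4 lists had an adjusted p = 0.774. Not one of their members passed the test by itself, adjusted over all genes or adjusted over the list alone. Of 19 chemokine and inflammation genes, 8 were above 0 (median -0.06, mean 0.06, tested upward, adjusted p = 0.775), with Ccl20 at one end and Ccl5 (-0.76, standard error 0.32) at the other. T cell markers had 7 of 12 above 0 (adjusted p = 0.775), B cell markers 3 of 3 (adjusted p = 0.488), M1 macrophage genes 4 of 11 (adjusted p = 0.520) and M2 genes 1 of 8 (adjusted p = 0.212). Tubular injury genes, 7 of 11 above 0, had an adjusted p of 0.775. The paper states that the genes it names are implicated in the prevention of renal injury, in inflammation and in nervous system function.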

Then, qPCR confirmed that ATP12a, along with Epha3 (*p* = 0.00278) and Pros1 (*p* = 0.00831), was five-times upregulated in the HFD group (*p* = 0.00130). Conversely, Sult4a1 and Htr5b were downregulated in the HFD group (*p* = 0.00230 and *p* = 0.01924, respectively), whereas Robo3 showed no significant difference (*p* = 0.43209) owing to high variability (Figure 4c).

### 2.5. Lesion-Related Transcriptomic Changes and DE RNAs in Rat Kidneys

MMI and PH were the most common histological lesions observed in the rat model. 

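The rats were grouped by the lesions shown in the column labels of Figure 4d,e, which were read by eye, with the numbers 1246, 1248 and 1249 the least sharp. Podocyte hypertrophy (PH) was marked in 9 rats, 3 fed SD and 6 fed HFD, and was absent in 7. MMI was marked in 8 rats, 3 fed SD and 5 fed HFD, and was absent in 8. The 2 lesions rarely met in the same rat. Only 3 rats, all fed HFD, carried both, 6 carried PH alone, 5 MMI alone and 2 neither, so that a gene higher with one lesion tends to be lower with the other. The podocyte gene Nphs1 shows this, with a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.0432) by PH and -1.09 (standard error 0.34, adjusted p = 0.0295) by MMI. Both comparisons were fitted with limma on the 13673 kidney genes of all 16 rats. By PH, 174 genes were called at an adjusted p under 0.05, 102 higher and 72 lower, and by MMI 3561 were called, 1145 higher and 2416 lower. An absolute log2 fold change over 1 was found for 87 and 1191 of them. With diet as a covariate, 3806 were called by PH and 2966 by MMI. With the kind of kidney small RNA library of each rat (size factor below or above 1) as a covariate the counts were 4 and 1635, but this fit also leaves out SD rat 1246, whose kidney small RNA was not analysed here, and without that rat alone they were 6 and 2169. With single rats left out, the count by MMI went from 2043 (without SD rat 1244) to 4952 (without SD rat 1250). Without rats 1246, 1248 and 1249 together, limma called 0 genes by PH (3177 at an unadjusted p under 0.05) and 1482 by MMI.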

To understand the role of gene expression in lesion types, we analyzed transcriptomic data based on the presence of MMI and PH, regardless of the diet. Only glutathione S-transferase alpha 3 (Gsta3) is downregulated in rats with PH, increasing their vulnerability to oxidative stress and contributing to renal interstitial fibrosis [12]. 

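Gsta3 (ENSRNOG00000056847), a glutathione S-transferase that detoxifies products of lipid peroxidation, fell in rats with PH. It stood at 470 ± 142 normalized counts (standard deviation, n = 9) with PH and 1044 ± 111 (n = 7) without, so that no value of one group reached the other. The log2 fold change of Gsta3 was -1.20 (standard error 0.17, adjusted p = 0.0214 from limma), the smallest p-value of the comparison. Other genes lower with PH were Tmed6 (-1.22, standard error 0.22, adjusted p = 0.0365), a trafficking protein, Spp1 (-1.21, standard error 0.25, adjusted p = 0.0403), the secreted phosphoprotein osteopontin, and Bst1 (-1.39, standard error 0.26, adjusted p = 0.0403). Podocyte markers rose as a list, with 16 of 19 above 0 (median 0.61, camera adjusted p = 7.41e-05) and 3 called, Synpo (1.76, standard error 0.33), Nes (0.61, standard error 0.12) and Nphs1. Adjusted over the list alone, 13 podocyte markers were higher and 1 was lower. Proximal tubule markers, 14 of 16 above 0 (median 0.58, adjusted p = 0.00206), included Slc34a1 (1.38, standard error 0.31) and Pck1 (1.21, standard error 0.28). Extracellular matrix genes (21 of 26, adjusted p = 0.00773) included Col4a2 (1.82, standard error 0.46), and red blood cell genes (7 of 9, adjusted p = 0.0186) Hba1 (1.40, standard error 0.37). Thick ascending limb markers went the other way, with 1 of 8 above 0 (adjusted p = 0.0111). With an estimated correlation the podocyte list had an adjusted p = 0.447 and each of the other 4 an adjusted p = 0.676. Antioxidant and glutathione genes other than Gsta3 did not move together (7 of 19 above 0, adjusted p = 0.507). The number of genes called by PH depended on each of the 16 rats, from 0 without SD rat 1244, 1247 or 1249, which takes in Gsta3, to 3803 without HFD rat 1252. From the lower Gsta3, the paper states that rats with PH are more vulnerable to oxidative stress.

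**Figure D2:**
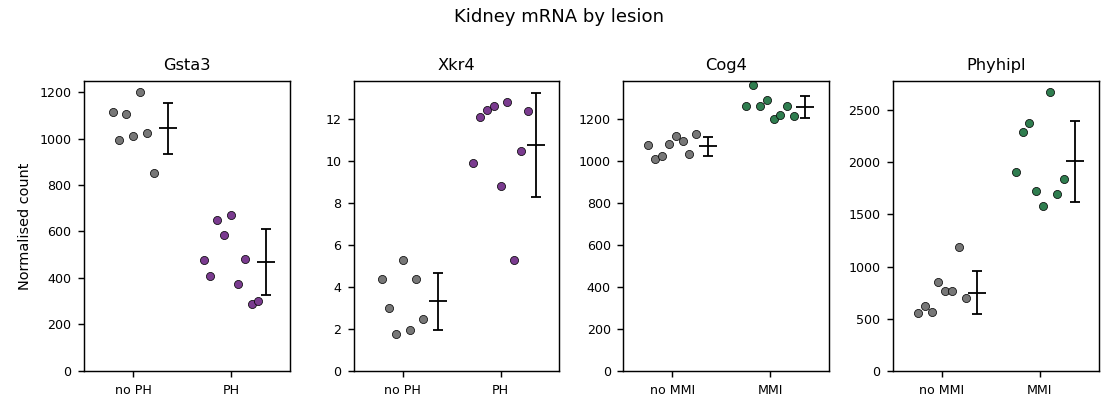
Normalized counts in kidney mRNA (vertical axes, from 0) of Gsta3 and Xkr4 in rats without (n = 7) and with PH (n = 9), and of Cog4 and Phyhipl in rats without (n = 8) and with MMI (n = 8). Each point is a rat, and the line and bar give the mean and the standard deviation; the means of Gsta3 are 1044 and 470.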

Gsta3 regulates the epithelial–mesenchymal transition and is crucial for renal fibrosis. Conversely, X Kell blood group precursor-related family member 4 was upregulated in the same group and implicated in apoptotic process engulfment [13]. 

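Xkr4 (ENSRNOG00000027276), a membrane protein of the family that exposes phosphatidylserine on dying cells, rose from 3.31 ± 1.37 normalized counts (standard deviation, n = 7) without PH to 10.7 ± 2.48 (n = 9) with PH. For Xkr4 the log2 fold change was 1.47 (standard error 0.26, adjusted p = 0.0365 from limma). Smaller p-values were those of Osbp2 (1.18, standard error 0.17, adjusted p = 0.0214), an oxysterol binding protein, Tgfb3 (1.10, standard error 0.18), Slc5a10 (1.35, standard error 0.22) and Sall3 (1.54, standard error 0.25), the last 3 at an adjusted p of 0.0317. The small G protein Rasd2 rose by 1.15 (standard error 0.21, adjusted p = 0.0365) on the log2 scale. Xkr4 was no longer called without any one of SD rats 1244, 1245, 1246, 1247, 1248 and 1249 or HFD rats 1259, 1271, 1274 or 1275.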

Conserved oligomeric Golgi complex subunit 4 (Cog4) and phytoplankton are upregulated in rats with MMI. 

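Phyhipl (ENSRNOG00000000274), which encodes a protein related to the phytanoyl-CoA hydroxylase interacting protein, had the smallest p-value of the comparison by MMI. It rose from 751 ± 206 normalized counts (standard deviation, n = 8) without MMI to 2011 ± 388 (n = 8) with MMI, and the lowest rat with MMI lay above the highest without. The log2 fold change was 1.44 (standard error 0.15, adjusted p = 0.000401 from limma). Cog4 (ENSRNOG00000017745), a subunit of the Golgi tethering complex, rose from 1072 ± 45.0 to 1261 ± 52.9, a log2 fold change of 0.23 (standard error 0.06, adjusted p = 0.0160). Its change was small but larger than the spread, and the 2 groups of rats did not overlap. Other genes higher with MMI were Bcl2l14 (0.67, standard error 0.13), a member of the BCL2 family, Sema6d (0.94, standard error 0.19), the complement regulator Cd59 (0.55, standard error 0.11) and the small GTPase Rac1 (0.55, standard error 0.12), all at an adjusted p of 0.00798. Vcan and Hapln1, which build the hyaluronan matrix, rose by 1.81 (standard error 0.46) and 1.6 (standard error 0.46) on the log2 scale. Gsta3 and Xkr4, which differed by PH, had log2 fold changes of 0.64 (standard error 0.29, adjusted p = 0.111) and -0.50 by MMI.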

Cog4 [14] is expressed in tubules and is linked to kidney clear cell carcinoma, whereas PHYHIPL [15] is enriched after ischemic brain injury (Figure 4d,e).

### 2.6. Small RNA Profile Changes According to Diet and Weight

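Kidney small RNA was analysed here from 15 of the 16 rats, 7 fed SD and 8 fed HFD, without SD rat 1246. The paper's methods give 16 small RNA libraries. The authors selected fragments by size on a gel, trimmed adapters, mapped the reads to Rnor6.0 and counted them with the Subread tools over annotated small RNAs, and tested them with DESeq2. The values analyzed here are their normalized counts. Each library's normalized counts are whole multiples of a common step to within 0.01 reads, which gives back the reads. There were 3429473 to 8623239 assigned reads per SD library (median 4939232) and 4184355 to 10584069 per HFD library (median 6624496). The paper states 12 to 15 M reads per sample, where the counts used here are reads assigned to small RNAs. All 812 small RNAs had a mean of at least 5 and were compared with limma on log2 of the normalized count plus 1, at the thresholds used for the mRNA. DESeq2 and the quasi-likelihood test of edgeR were run on the recovered reads beside it.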

Unsupervised hierarchical clustering was used to identify potential groups based on molecular expression profiles. This analysis revealed a slight, but not substantial, distinction between the HFD and SD control rats. 

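Small nucleolar RNAs and mature miRNAs made up most of the kidney reads on both diets, miRNAs 40.8% in the SD group and 44.1% in the HFD group (exact permutation test, two-sided, p = 0.431). The libraries fell into 2 kinds that crossed the diets. The first principal component, 63.0% of the variance, and the main branches of the tree parted 8 libraries with a size factor below 1 (5 SD, 3 HFD) from 7 with one above 1 (2 SD, 5 HFD). Between these kinds 545 of the 812 small RNAs were called, with ribosomal RNA fragments lowest in the kind above 1 (33 of 36 lower, median log2 difference -1.85). The kinds were found in these same values, so the calls between them describe the kinds and are not independent evidence of them. The mean distance between rats on different diets exceeded that within a diet by 6.81% (exact permutation test over 6435 splits, two-sided, p = 0.122). The branches held unequal numbers of SD and HFD rats, by no more than chance allows (Fisher's exact test, p = 0.315). SD rat 1250 lay at 13.4 on the first component.

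**Figure D3:**
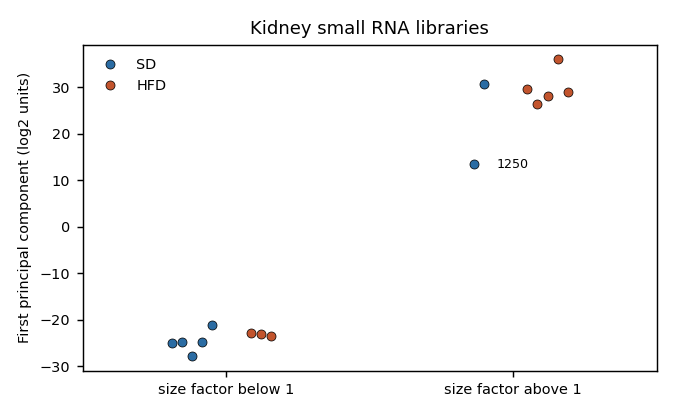
Position of each kidney small RNA library on the first principal component (vertical axis, 63.0% of the variance), by the kind of library (size factor below or above 1) and by diet. Each point is a rat, SD rat 1250 is marked, and the 2 kinds do not overlap while both diets are found in each.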

A total of 812 smallRNA sequences were detected, including mitochondrial tRNA (Mt tRNA) (*n* = 22), ribosomal RNA (rRNA) (*n* = 36), small Cajal body-specific RNA (scaRNA) (*n* = 14), small nucleolar RNA (snoRNA) (*n* = 312), small nuclear RNA (snRNA) (*n* = 90), and microRNA (miRNA) (*n* = 338). 

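Of the 812 kidney small RNAs, 320 were annotated as mature miRNAs, 20 as miRNA precursors, 312 as snoRNAs, 88 as snRNAs, 36 as rRNA, 22 as mitochondrial tRNAs and 14 as scaRNAs. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 17 snRNAs were higher and 0 lower in the HFD group, among them U6.35-201 (log2 fold change 1.89, standard error 0.62) and U6.509-201 (1.80, standard error 0.60). Mature miRNAs went mostly the other way, with 8 higher and 27 lower, such as miR-375-3p, a miRNA of endocrine cells, at -1.55 (standard error 0.49). The snoRNAs had 16 higher and 11 lower, and rRNA 0 higher and 4 lower. As whole classes, the snRNAs (59 of 88 above 0, camera adjusted p = 0.0268) and rRNA (7 of 36, adjusted p = 0.0389) were called, and the miRNAs were not (147 of 320, adjusted p = 0.167). With an estimated correlation both classes had an adjusted p = 0.883. Under equal library totals, 178 of the 320 miRNAs were above 0. With the reference miRNAs set equal, 22 of the 88 snRNAs were above 0, and without SD rat 1250 it was 40. With the kind of library as a covariate, 23 of the 36 rRNA were above 0. The share of precursors, 0.0353% of the reads in the SD group and 0.0288% in the HFD group, had a p of 0.0264 in the exact permutation test. This p is not adjusted over the classes tested, and the next smallest in kidney was 0.223, for mitochondrial tRNAs.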

Fifteen smallRNA sequences met the criteria of an adjusted *p*-value of <0.05 and an absolute log2FoldChange of >1, with most being downregulated in HFD-fed animals (Figure 5a). 

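SNORD16.2-201, a guide of ribosomal RNA methylation, had the smallest p-value by diet, with a log2 fold change of -2.31 (standard error 0.62, unadjusted p = 0.00174, adjusted p = 0.338 from limma). Among the miRNAs with negative values were miR-676 (-2.24, standard error 0.86), miR-760-3p (-1.95, standard error 0.69) and miR-6329 (-1.88, standard error 0.64). On the positive side stood miR-155-5p, a miRNA of activated leukocytes, at 2.44 (standard error 0.95), and U6.122-201 at 2.24 (standard error 0.78). At an adjusted p under 0.05 with an absolute log2 fold change over 1, limma called 0 of the 812 small RNAs. The unadjusted p-value was under 0.05 for 107 of them, where 40.6 would be found by chance, and 89 of these had an absolute log2 fold change over 1, 43 higher and 46 lower. DESeq2 on the recovered reads called 0, with 134 at an unadjusted p under 0.05, and edgeR called 0, with 141. In simulated libraries of this size and spread, limma recovered 14.0% of small RNAs changed by a log2 fold change of 1 and 70.0% of those changed by 2. Recovery there was counted by the adjusted p alone, without the fold limit. Each small RNA was drawn independently, without the 2 kinds of library.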

The miRNAs were identified using miRTarBase and TargetScan, and nine of these were differentially expressed (DE): miR-205, miR-140-5p, miR-185-5p, miR-128-3p, miR-28-5p, miR-340-3p, miR-6329, miR-674-3p, and miR-148b-5p (Figure 5b,c). 

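Kidney miR-205, a miRNA of stratified epithelium encoded on chromosome 13 (112233336 to 112233358, minus strand, Rnor6.0), stood at 259 ± 355 normalized counts (standard deviation, n = 8) in the HFD group and 57.5 ± 52.6 (n = 7) in the SD group. The highest was HFD rat 1255 at 1078, and 3 HFD rats lay above every SD rat. The log2 fold change of miR-205 was 1.5 (standard error 0.76, unadjusted p = 0.0634, adjusted p = 0.338 from limma). The other 8 miRNAs had negative values. On chromosome 11, miR-28-5p had a log2 fold change of -1.37 (standard error 0.47) and miR-185-5p one of -1.24 (standard error 0.40). On chromosome 8, miR-6329 stood at 208 ± 212 in the HFD group and 595 ± 375 in the SD group. The other log2 fold changes were -1.11 (standard error 0.47) for miR-340-3p, -1.19 (standard error 0.41) for miR-674-3p, -1.07 (standard error 0.48) for miR-128-3p, -0.75 (standard error 0.35) for miR-148b-5p and -0.68 (standard error 0.50) for miR-140-5p. Of the 9, 7 had an unadjusted p under 0.05, and the smallest adjusted p among them was 0.338. SD rat 1250 stood far above the other SD rats in 5 of them, with 3503 normalized counts of miR-140-5p against a group median of 291, 2275 of miR-128-3p against 315, 2021 of miR-28-5p against 387, 349.5 of miR-148b-5p against 94.4 and 208 of miR-340-3p against 30.4. The SD group accordingly varied more for these miRNAs, as for miR-140-5p at 755 ± 1214 against 273 ± 113 in the HFD group. Other miRNAs followed the 2 kinds of library. Apart from SD rat 1250, each library with a size factor below 1 held more miR-6329, miR-185-5p and miR-674-3p than each library above 1. The kinds are spread unequally over the diets, with 5 SD and 3 HFD libraries below 1 and 2 SD and 5 HFD above 1. The miRNAs that served as references for the qPCR had log2 fold changes of 0.42 (standard error 0.37) for miR-181b-5p and 1.32 (standard error 0.74) for miR-411-5p.

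**Figure D4:**
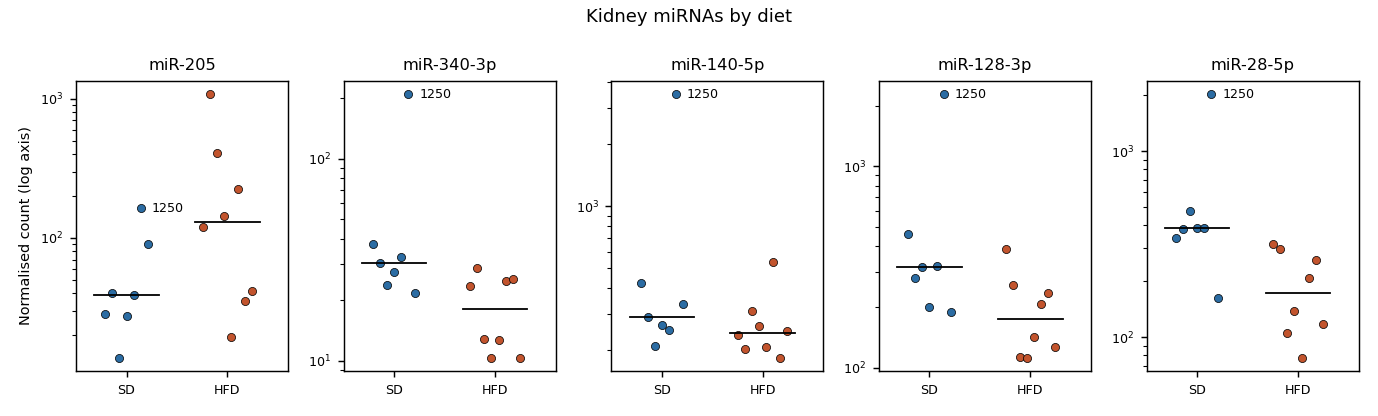
Normalized counts (vertical axis, logarithmic) of miR-205, miR-340-3p, miR-140-5p, miR-128-3p and miR-28-5p in the kidneys of 7 SD and 8 HFD rats (horizontal axis). Each point is a rat and each line the group's median; the marked points are SD rat 1250, which holds 3503 counts of miR-140-5p.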

GO analysis revealed targets associated with inflammatory responses, tissue injury and repair, and functions related to the nervous system, fat metabolism, and mitochondria. Quantitative PCR (qPCR) confirmed that miR-205 was upregulated, while miR-6329 and miR-340-3p were downregulated in HFD-fed rats (Student’s *t*-test, *p* = 0.0170, *p* = 0.0490, and *p* = 0.0453, respectively). Other miRNAs showed trends toward differential expression but lacked statistical significance because of the high variability among the samples (Figure 5d).

### 2.7. Functional Analysis of Pathways and Leading-Edge Genes Targeted by DE miRNAs

To identify the DE miRNAs’ targetome, we intersected, predicted, and validated miRNA targets with mRNAs showing negative correlations (Spearman’s correlation coefficients of <−0.5) with the miRNAs. 

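Negative correlations with kidney mRNA were counted for 4 miRNAs over the 15 rats with both libraries. Of 13673 genes, 363 had a Spearman's correlation under -0.5 with miR-205, 101 with miR-22-3p, 105 with miR-22-5p and 537 with miR-144-3p, the miRNA of the erythroid miR-144/451 cluster. When the rats were shuffled 100 times, the median number of such genes was 193 for miR-205, 238 for miR-22-3p, 206 for miR-22-5p and 209 for miR-144-3p. As many genes as observed were found in 27, 88, 92 and 15 of the 100 shuffles. The highest number in a shuffle was 3255. Genes are not independent replicates in such counts.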

We identified 712 putative gene targets for the 11 DE miRNAs: 601 genes related to one miRNA, 30 genes related to two miRNAs, and 1 gene (PTEN) related to 4 DE miRNAs (miR-22-3p, miR-22-5p, miR-144-3p, and miR-205) (Figure 5e). Additionally, 79 genes were not expressed in the rat kidneys. 

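Kidney miR-22-3p stood at 7074 ± 1908 normalized counts (standard deviation, n = 8) in the HFD group and 16195 ± 18221 (n = 7) in the SD group. SD rat 1250 alone held 57273. Its log2 fold change was -0.79 (standard error 0.40, adjusted p = 0.338 from limma). Its partner strand miR-22-5p stood at 226 ± 117 and 715 ± 949, a log2 fold change of -1.16 (standard error 0.52), and miR-144-3p, a miRNA of red blood cell precursors, at 102 ± 80.2 and 434 ± 845, a log2 fold change of -0.85 (standard error 0.78). SD rat 1250 was again the highest, at 2853 and 2342.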

Given the complex relationships between miRNAs and their targets, we focused on the combined upregulation of miR-22-3p, miR-22-5p, miR-144-3p, and miR-205, which negatively regulate the PTEN gene function (Supplementary Table S3). To confirm the transcriptomic data, immunofluorescence staining was performed on the kidneys of the SD- and HFD-fed rats. These data revealed that the SD-fed rats had a higher PTEN–nephrin ratio than the HFD-fed rats, confirming the downregulation of PTEN in the HFD-fed rats (Figure 6).

### 2.8. Lesion-Related Transcriptomic Changes in Rat Kidneys (small RNA)

To understand the relationship among mRNA expression, detected miRNAs, and histological lesions (mesangial matrix increase (MMI) and podocyte hypertrophy (PH)), we conducted in silico miRNA functional analyses using DIANA-miRPath v3.0. We analyzed the expression data of miRNAs across all the rats, identifying significant associations with MMI and PH based on a *p*-value of <0.05 and an absolute log2FoldChange of >1. 

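In kidney small RNA, miR-210-3p, a miRNA induced by hypoxia, had the smallest p-value among those lower with PH, at a log2 fold change of -1.27 (standard error 0.42, unadjusted p = 0.00729, adjusted p = 0.429 from limma). Others with negative values were miR-127-3p (-2.18, standard error 0.79), from the imprinted Dlk1-Dio3 region, and miR-19a-3p (-1.18, standard error 0.44). Positive values were those of miR-494-3p (1.56, standard error 0.59) and miR-324-5p (2.16, standard error 0.84). At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 70 of the 812 small RNAs differed by PH, 46 higher and 24 lower, and 0 at an adjusted p under 0.05. With diet as a covariate the 70 became 2 (0 higher, 2 lower), and with the kind of library, by a size factor below or above 1, as a covariate 13 (2 higher, 11 lower). By MMI the counts of the first fit were both 0, and 4 small RNAs had an unadjusted p under 0.05, while with diet as a covariate 36 differed at the unadjusted thresholds (11 higher, 25 lower). Of the 4, SNORD29.3-201 had the smallest p (-0.84, standard error 0.28). Of the miRNAs by MMI, miR-30e-3p came nearest (1.3, standard error 0.62, unadjusted p = 0.0504). Imprinted Dlk1-Dio3 miRNAs shared a direction by MMI, with 10 of 11 above 0 (median 0.65, camera adjusted p = 0.00889). Other classes called by MMI were rRNA (31 of 36 above 0, adjusted p = 0.0256), snRNAs (60 of 88, adjusted p = 0.0183) and snoRNAs (147 of 312, adjusted p = 0.0256), and with an estimated correlation all 4 had an adjusted p = 0.979. By PH, rRNA (4 of 36 above 0) and snoRNAs (180 of 312) had an adjusted p of 0.00804 and the miRNAs (137 of 320) one of 0.0168, and with an estimated correlation all 3 had an adjusted p = 0.969. SD rat 1246, with PH and without MMI, has no kidney small RNA library in this comparison.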

For MMI, 75 genes, including Nr2f6, Dtx2, Ptpn23, Paqr6, Fam193b, Potpnm1, Mier2, Phf1, Slc22a17, Nfkbil1, Ankrd9, and Rexo1, met both criteria. Similarly, for PH, 54 genes, including Adm, Ugt8, Cd24, Tsnaxip1, Thegl, Pdxk, Hsp4, Socs3, Ptpn23, Junb, Mfsd12, and Slc22a17, met the criteria (Figure 7).

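The 12 genes named all fell in rats with MMI, each at an adjusted p of 0.00798 from limma. Fam193b went from 549 ± 200 normalized counts (standard deviation, n = 8) without MMI to 203 ± 88.3 (n = 8) with MMI, although MMI rat 1256 was at 389. Its log2 fold change was -1.46 (standard error 0.25). The nuclear receptor Nr2f6 fell by 2.00 (standard error 0.40) on the log2 scale, the ubiquitin ligase Dtx2 by 1.18 (standard error 0.23), the phosphatase Ptpn23 by 1.25 (standard error 0.25) and the progestin receptor Paqr6 by 1.80 (standard error 0.37). Ankrd9 had the lowest log2 fold change of the 12, -2.76 (standard error 0.57). Pitpnm1, the rat symbol nearest to the Potpnm1 named, had a log2 fold change of -1.34 (standard error 0.26). As a list the 12 genes had a median of -1.66 (camera adjusted p = 1.09e-08, and with an estimated correlation adjusted p = 0.974). The study chose them on these samples, so this is not independent evidence. They stand among 1295 genes at an unadjusted p under 0.05 with an absolute log2 fold change over 1, 57 higher and 1238 lower. Lower with the smallest p-values were Megf11 (-1.81, standard error 0.27), the matrix protein Adamtsl2 (-1.63, standard error 0.26) and the splicing factor Snrnp70 (-1.25, standard error 0.21). Podocyte markers had 1 called higher and 7 lower of 19 (camera adjusted p = 0.190) and extracellular matrix genes 0 higher and 6 lower of 26 (adjusted p = 0.190), with Col4a2 at -1.96 (standard error 0.42) and Col4a1 at -1.13 (standard error 0.27). Fatty acid oxidation genes, 22 of 25 above 0 (adjusted p = 0.190), had 0 called higher and 1 lower, Acaa1a (-1.54, standard error 0.41). Within the 7 rats with a small RNA size factor above 1, the number of genes called by MMI was 0, and within the 8 below 1 it was 4451.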

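Adm, the vasodilator peptide adrenomedullin, rose with PH by 1.19 (standard error 0.28, adjusted p = 0.0485 from limma) on the log2 scale, and the pyridoxal kinase Pdxk by 1.09 (standard error 0.26, adjusted p = 0.0485). Ugt8, which makes galactosylceramide, fell by 1.15 (standard error 0.26, adjusted p = 0.0485), and the surface glycoprotein Cd24 by 1.01 (standard error 0.24, adjusted p = 0.0485). The other 6 genes measured passed the unadjusted test alone. They were Socs3 (log2 fold change 1.18, standard error 0.35), Ptpn23 (1.04, standard error 0.31), Junb (2.29, standard error 0.92), Mfsd12 (1.63, standard error 0.53), Slc22a17 (1.34, standard error 0.38) and Thegl (-1.57, standard error 0.50). Tsnaxip1 lay under the limit on low values, and Hsp4 matched no symbol. As a list the 10 genes, chosen by the study on these samples, had 7 above 0 (median 1.14, camera adjusted p = 0.153). The 12 genes the paper names for MMI were all above 0 by PH (median 1.19), but they were chosen on these rats, and since only 3 of the 16 carry both lesions, their direction by PH was largely fixed by that choice. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 896 genes differed by PH, 761 higher and 135 lower. Ptpn23 and Slc22a17 are named for both lesions, and had opposite signs in them. Junb, an immediate early gene, had a log2 fold change of -3.09 (standard error 0.76) by MMI.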

To address the possibility of chance correlations, we used simulations with 100,000 random datasets to compare the observed gene expressions with randomly generated datasets. This helped us to ensure that the observed correlations between gene expressions and histological lesions were statistically significant and not due to random chance. The average expression of each gene, with or without lesions, was calculated relative to the overall expression, confirming the robustness of our findings.

Immunofluorescence staining was performed to partially validate the transcriptomic data. T-cells were mainly present in the interstitial zone of the HFD group, with scattered CD3+ cells observed in the peritubular capillaries and some glomeruli. No T-cells were observed in the SD group, and no CD20+ B-cells were detected in either group. Additionally, M1 macrophages (CD86+ cells) were identified only in the HFD-fed rats.

### 2.9. Diet-Dependent Expressions of Identified Small RNAs in Rat Urine Samples

We analyzed urinary miRNAs to analyze the kidney pathology and injury sites, mirroring smallRNA analysis in rat kidneys by mapping the Rnor6.0 genome’s detected 471 sequences (240 Mt_tRNA, 46 rRNA, 2 scaRNA, 32 snoRNA, 45 snRNA, and 106 miRNA sequences). Among them, 53 were DEs (adjusted *p*-value < 0.1; absolute log2FoldChange > 1) in SD-fed vs. HFD-fed rats; 18 were downregulated in HFD-fed rats, and 35 were downregulated in SD-fed rats (Figure 8). 

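Small RNA was sequenced from the urine of the same 16 rats, 8 fed SD and 8 fed HFD. The authors isolated it from urine with a column kit, and mapped, counted and normalized it as for the kidney. The normalized counts of 507 small RNAs are again whole multiples of a step per library to within 0.01 reads. Recovered reads numbered 282241 to 2570715 per library in the SD group, with a median of 1323860, and 963118 to 11932003 in the HFD group, with a median of 5382860. The SD libraries were thus the shallower ones, 4 of them (1244, 1247, 1248 and 1249) under 1000000 reads, as was HFD rat 1275. Fragments of tRNA took almost all reads, 98.2 ± 1.73% (standard deviation, n = 8) in the SD group and 98.4 ± 0.966% in the HFD group, and filled the 10 most abundant places. Mature miRNAs made up 0.322 ± 0.438% and 0.510 ± 0.193% of the reads (exact permutation test, two-sided, p = 0.309). By the annotation there were 240 tRNAs, 125 miRNAs, 46 rRNA, 45 snRNAs, 33 snoRNAs, 16 mitochondrial tRNAs and 2 scaRNAs. The 500 small RNAs with a mean of at least 1 were compared with limma on log2 of the normalized count plus 1, and called at an adjusted p under 0.1 with an absolute log2 fold change over 1. SD and HFD urine differed in their distances (exact permutation test over 12870 splits, two-sided, p = 0.00186). In the tree, SD rats 1244, 1247, 1248 and 1249, the same 4 shallow SD libraries, had a branch of their own. The other branch held 4 SD and 8 HFD rats (Fisher's exact test, p = 0.0769). Diet and depth cannot be told apart in this separation.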

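Urinary miR-30a-5p, an abundant renal epithelial miRNA from chromosome 9 (29542640 to 29542661, Rnor6.0), rose from 156 ± 104 normalized counts (standard deviation, n = 8) in the SD group to 860 ± 587 (n = 8) in the HFD group. Its log2 fold change was 2.59 (standard error 0.54, adjusted p = 0.00746 from limma), and 7 HFD rats lay above every SD rat. At the same adjusted p were miR-99a-5p (2.96, standard error 0.64), which rose from 29.5 ± 28.3 to 196 ± 177, miR-101b-3p (2.53, standard error 0.58), from 3.11 ± 2.75 to 20.4 ± 12.9, and let-7i-5p (2.61, standard error 0.59), from 40.2 ± 31.3 to 218 ± 174. SNORD14.4-201, a small nucleolar RNA, fell by 2.86 (standard error 0.74, adjusted p = 0.0133) on the log2 scale. U6.709-201 fell by 2.44 (standard error 0.66, adjusted p = 0.0164). Of the tRNAs, 9 were lower and 0 higher, for example chr10.trna1517 (tRNA-Val-CAC-1-2) at -2.21 (standard error 0.66) and chrX.trna7882 (tRNA-Asp-GTC-3-1) at -1.93 (standard error 0.63). In all, 73 of the 500 small RNAs were called, 58 higher and 15 lower in the HFD group, 117 having an unadjusted p under 0.05 where 25 would be found by chance. Under equal library totals 53 were called, 28 higher and 25 lower. DESeq2 on the recovered reads called 92 and edgeR 66. As a class, the tRNAs were lower relative to the rest (82 of 237 above 0, median -0.30, camera adjusted p = 3.56e-09) and so was rRNA (15 of 46, adjusted p = 0.00478). With an estimated correlation the tRNAs had an adjusted p = 0.00284 and rRNA an adjusted p = 0.427. The number called was 47 without SD rat 1249, 12 without the 5 libraries under 1000000 reads (where 30 of 45 rRNA were above 0), and 4 with the log of the reads as a covariate, where the median log2 fold change of the miRNAs was 1.115, against 1.37 without it. HFD rat 1256 was the highest for let-7i-5p, at 606.

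**Figure D5:**
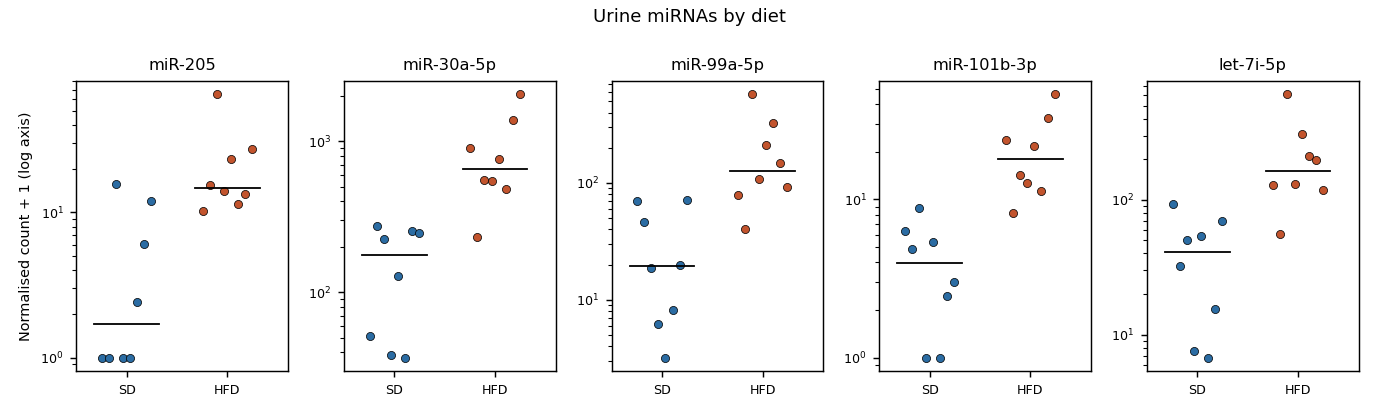
Normalized counts plus 1 (vertical axis, logarithmic) of miR-205, miR-30a-5p, miR-99a-5p, miR-101b-3p and let-7i-5p in the urine of 8 SD and 8 HFD rats (horizontal axis). Each point is a rat and each line the group's median; 7 HFD rats lie above every SD rat for miR-30a-5p.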

Interestingly, miR-205 was the only overlap between the kidney and urine samples. 

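Urinary miR-205 rose from 4.04 ± 5.82 normalized counts (standard deviation, n = 8) in the SD group to 21.6 ± 18.2 (n = 8) in the HFD group, where rat 1256 reached 64.2. The SD median was 0.719, and SD rats 1244, 1245, 1247 and 1248 stood at 0. Of these, 1244, 1247 and 1248 had libraries under 1000000 reads, so the fold depends on zeros in shallow libraries. The log2 fold change of urinary miR-205 was 2.78 (standard error 0.64, adjusted p = 0.00746 from limma), beside 1.5 in the kidney, which did not pass the test. With the log of the reads as a covariate, its urinary log2 fold change was 1.43 and no longer called. Of 123 miRNAs measured in both materials, 56 were called in urine and 0 in kidney. Of the 56, the kidney log2 fold change was positive for 19 and negative for 37. An unadjusted p under 0.05 in kidney was found for 2 of them, both with a lower value there, miR-1843a-5p (kidney -1.24, urine 1.66) and miR-192-5p, a miRNA enriched in kidney (kidney -1.18, urine 1.83). Across the 123 miRNAs, Spearman's correlation between the log2 fold changes in kidney and urine was -0.0059 and Pearson's r was 0.0072. With only the 15 rats in both materials, Spearman's correlation was 0.0221 (exact permutation of the diets over 6435 splits, p = 0.897). These correlations are across miRNAs, which are not independent replicates.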

All the DE miRNAs were upregulated in the HFD-fed rats. 

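All 57 miRNAs called in urine were higher in the HFD group, and 123 of the 125 measured had a log2 fold change above 0, with a median of 1.37. Without the 5 libraries under 1000000 reads, 97 were above 0 (median 0.78) and 7 were called, and with the log of the reads as a covariate 106 were above 0 (median 1.115), with no miRNA among the 4 small RNAs called by limma (66 at an unadjusted p under 0.05). The let-7 family, which marks differentiated epithelium, had 11 of 13 called (median 1.82, camera adjusted p = 1.36e-07). The epithelial miR-200 family had 4 of 6 called, with miR-200a-3p at 2.25 (standard error 0.60) and miR-429 at 2.43 (standard error 0.66), at a camera adjusted p of 0.00729. Of the miR-30 family 3 of 8 were called (adjusted p = 0.00193), of the antifibrotic miR-29 family 3 of 6 (adjusted p = 0.00458), of the miR-10 and miR-99/100 family 3 of 5 (adjusted p = 0.0036), and of the miR-23/27/24 cluster 4 of 6 (adjusted p = 0.0036). Squamous and basal epithelium miRNAs, miR-205 and the miR-203 pair, had 2 of 3 called (adjusted p = 0.0036). The 2 members of the miR-101 family were both called. Less marked were the miR-17 to 92 cluster (1 of 6, adjusted p = 0.124) and the kidney-enriched miRNAs (1 of 4, adjusted p = 0.0862). For the class as a whole camera gave an adjusted p = 2.41e-41, and with an estimated correlation an adjusted p = 0.0224. With an estimated correlation the families had an adjusted p from 0.168 to 0.315. Each family was compared with all urine small RNAs, most of them not miRNAs, and not with the other miRNAs. Its result therefore cannot be told apart from the rise of the whole class, where 57 of 125 were called. Members such as miR-22-5p (1.40, standard error 0.57, adjusted p = 0.117) and miR-22-3p (1.17, standard error 0.56, adjusted p = 0.201) did not pass the test. The qPCR references miR-204-5p (0.28, standard error 0.54) and miR-181b-5p (0.47, standard error 0.53) were also above 0. When the median of the miRNAs was set equal in every library, the class no longer rose by construction, and 183 small RNAs were called lower and 23 higher.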

Twelve miRNAs that correlated with urine weight, including miR-101b-3p, miR-30a-5p, and miR-205, were significantly upregulated in HFD-fed rats. Other miRNAs showed trends but lacked statistical significance owing to their high variability (Figure 9).

### 2.10. Lesion-Related Transcriptomic Changes in Urine

Urinary data, such as those from the kidneys, were analyzed based on the presence of MMI or PH. Lesion-related results had a *p*-value of <0.05 and an absolute log2FoldChange of >1. 

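With PH, let-7f-5p rose in urine by 2.47 (standard error 0.60, adjusted p = 0.0453 from limma) on the log2 scale and the epithelial miR-429 by 2.63 (standard error 0.66, adjusted p = 0.0453). SNORD14.1-201 fell by 3.10 (standard error 0.74) and SNORD14.4-201 by 2.99 (standard error 0.75) at the same adjusted p. With a further copy of let-7f-5p in the annotation, these were the 5 small RNAs past an adjusted p of 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 86 of the 500 differed by PH, 53 higher and 33 lower, with 49 miRNAs higher and 0 lower. The let-7 family had 13 of 13 above 0 (median 1.88, camera adjusted p = 6.3e-11) and the miR-200 family 6 of 6 (median 1.90, adjusted p = 6.4e-05). SnRNAs (7 of 45 above 0) and snoRNAs (9 of 29) went the other way, both at an adjusted p of 1.62e-05, as did rRNA (17 of 46, adjusted p = 0.00609) and tRNAs (99 of 237, adjusted p = 0.000189). With an estimated correlation these lists and the miRNA class (121 of 125 above 0) had an adjusted p from 0.0737 to 0.430. The let-7 and miR-200 families were not compared with the other miRNAs, so their results cannot be told apart from the rise of the class. Since 6 of the 9 rats with PH and 2 of the 7 without were fed HFD, diet was tried as a covariate, which left 40 small RNAs at the unadjusted thresholds and 0 at an adjusted p under 0.05. With a pseudocount of 5 or 0.5, 0 passed the adjusted test (80 and 86 at an unadjusted p under 0.05), and without rats 1246, 1248 and 1249, whose numbers are the least sharp in the labels, 7 did, 0 higher and 7 lower.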

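Urinary miR-1843a-5p stood at 7.94 ± 5.43 normalized counts (standard deviation, n = 9) in rats with PH and 1.93 ± 1.10 (n = 7) in rats without, a log2 fold change of 1.36 (standard error 0.57, unadjusted p = 0.0223 and adjusted p = 0.236 from limma). The widely expressed miR-21-5p, known from fibrosis, stood at 639 ± 315 with PH and 262 ± 308 without, a log2 fold change of 1.80 (standard error 0.55, adjusted p = 0.086). Among the rats without PH, rat 1274, fed HFD, stood apart at 938. For miR-125b-5p the means were 10.2 ± 7.19 and 3.23 ± 4.73, with a log2 fold change of 1.89 (standard error 0.60, adjusted p = 0.0952) for the copy on chromosome 8 and 1.80 (standard error 0.60, adjusted p = 0.101) for that on chromosome 11. The collagen-targeting miR-29a-3p stood at 175 ± 125 and 60.7 ± 67.8, a log2 fold change of 2.21 (standard error 0.67, adjusted p = 0.086). All of these had an unadjusted p under 0.05 and none passed the adjusted test. By MMI their log2 fold changes were -0.13 for miR-1843a-5p, 0.53 for miR-21-5p, -0.08 for miR-125b-5p and 0.22 for miR-29a-3p. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 22 small RNAs differed by MMI, 18 higher and 4 lower, and 0 at an adjusted p under 0.05. Most were tRNAs, such as chr7.trna10322 (1.68, standard error 0.53), and 1 was a miRNA, miR-423-3p (-1.23, standard error 0.54, unadjusted p = 0.0317, adjusted p = 0.948). No list of small RNAs was called by MMI in urine. Rats 1274 and 1256 stood apart for miR-125b-5p, at 13.0 and 26.8, and rat 1274 for miR-29a-3p, at 201.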

No miRNA–tissue injury association was observed with MMI, although four miRNAs (miR-1843a-5p, miR-21-5p, miR-125b-5p, and miR-29a-3p) distinguished rats with PH (Figure 10).

## 3. Discussion

This study established a rat model of diet-induced obesity with early-stage ORG. The paired mRNAs and miRNAs were sequenced. Wistar rats with diet-induced obesity developed glomerulomegaly, MMI, PH, MCP, and intracytoplasmic lipid deposits in podocytes. Our findings describe the immunological, regeneration, and injury processes that occur in this disease when the damage could be reversed by treatment. We also identified a robust signature of miRNAs, in the urine, that could be explored as a non-invasive biomarker and potential therapeutic target for ORG.

The HFD-fed rats gained more weight, showing greater MMI and larger glomeruli, than the SD-fed rats. The most frequently encountered lesion was MMI, whereas MCP and podocyte intracytoplasmic lipid deposits were observed only in the HFD group. The role of lipid accumulation in non-adipose tissue in the development of ORG has attracted increasing interest [16]. Podocytes also slightly increased in cytoplasmic organelles, especially mitochondria. Abnormal mitochondrial structures in the obesity milieu cause the downregulation of the key fatty acid oxidative enzymes and upregulation of enzymes involved in lipogenesis [17,18]. The HFD-fed rats experienced greater podocyte depletion (Figure 3) and albuminuria, which were almost twice greater than those experienced by the SD-fed rats, indicating early ORG progression [19,20]. The GFR measurements showed no significant intergroup differences, suggesting similar hyperfiltration levels despite weight gain [21].

The adiporenal crosstalk suggests chronic subclinical inflammation in the adipose tissue [22,23]. Alterations in lipid metabolism trigger macrophage migration, inhibitory factor expression, and the release of inflammatory activators, such as CD40 and interleukin-6 [16]. In the HFD-fed group, T-cells were present in the interstitial zone, and CD3+ cells were in the peritubular capillaries and glomeruli. Certainly, T-cells have also been described as being implicated in obesity–inflammation and metabolic disease [24]. M1-type macrophages promote proinflammatory cytokine production, whereas M2-type macrophages synthesize anti-inflammatory cytokines and aid in tissue repair [4]. Obesity prompts a shift from M2 to M1 macrophages in the adipose tissue, exacerbating inflammation [22]. In fact, experimental approaches suggest that the inhibition of M1 macrophages may reduce kidney injury [25]. Accordingly, we identified CD86-marked cells, indicating the presence of pro-inflammatory M1 macrophages, in HFD-fed rats.

A comparison of the gene expression profiles in HFD- and SD-fed rats revealed four gene groups with differential expressions as follows (Figure 4c): ATP12a, related to potassium–proton exchange ATPase activity; Epha3 and Pros1, involved in renal injury prevention and tissue protection; CCL20, linked to inflammation and T-cell recruitment [26]; and Sult4a1, Robo3, and Htr5b, associated with the nervous system [27,28,29]. CCL20 hyper-expression in the proximal tubular epithelial cells of HFD-fed rats likely recruits immune cells, particularly M1 macrophages, thereby intensifying inflammation. To counteract this, M2 macrophages, Pros1, and Epha3 aid in tissue regeneration to maintain kidney function. Pros1 mediates cytoprotection in diabetic kidneys by inhibiting glomerular endothelial cell and podocyte apoptosis [30].

Notably, miRNAs are small non-coding RNA molecules that play a critical role in regulating gene expression. They are involved in various biological processes and are essential for normal organ development and homeostasis, including kidney development and function. Their dysregulation has been implicated in the development and progression of ORG [31]. Of special interest was miR-205, the only miRNA that was upregulated in the HFD-fed rats; miR-205 is involved in the epithelial-to-mesenchymal transition when podocytes lose the expression of highly specialized protein markers and acquire mesenchymal markers. It has been described as a prognostic marker for tubulointerstitial damage in patients with IgA nephropathy [32]. Concerning miRNAs downregulated in the HFD-fed rats, miR-140-5p affects adipocyte differentiation [33] and mediates renal fibrosis [34]; miR-185-5p ameliorates endoplasmic reticulum stress and renal fibrosis by downregulating ATF6 [35]; miR-128-3p regulates adipogenesis and lipolysis [36] and promotes the acute kidney injury process by activating the JAK2/STAT1 pathway [37]; miR-28 is a negative regulator of the germinal center reaction and regulates B-cell receptor signaling, proliferation, and apoptosis [38]; and miR-340-3p is downregulated in the skeletal muscle of mice after HFD feeding [39]. Interestingly, miR-6329 is associated with hypertension in rats [40], and miR-674-3p is associated with acute kidney injury [41].

The relationships between the DE miRNAs and their target genes were also analyzed. Approximately 700 genes were associated with these miRNAs. Specifically, the upregulation of miR-205 and its interactions with miR-22-3p, miR-22-5p, and miR-144-3p inhibited exclusively a single gene, PTEN (Figure 5e). The effect of this inhibition on the HFD-fed rats was confirmed through the higher PTEN/nephrin ratio in the SD-fed group (Figure 6). In podocytes, PTEN protects the kidneys by enhancing autophagy, preventing cell death, and maintaining podocyte integrity. In a diet-induced obesity model using C57BL/6J mice, Ji et al. explored miR-141-3p’s role in mitochondrial dysfunction in hepatic cells by inhibiting PTEN [42]. Other authors have suggested that PTEN downregulation increases endoplasmic reticulum stress in a study conducted with podocyte cell cultures [43]. A previous study on mice with a podocyte-specific PTEN knockout showed the typical features of ORG when fed a high-fat diet [44]. This suggests that the loss of the PTEN function contributes to ORG development. PTEN downregulation is associated with increased lipid endocytosis in podocytes, leading to lipid accumulation and the aggravation of ORG [44]. Indeed, in the present study, the podocyte cytoplasm of the HFD group showed empty spaces compatible with lipid vacuoles (Figure 2i). To the best of our knowledge, this study is the first to describe PTEN downregulation in a model of diet-induced obesity-related ORG in non-genetically modified rodents. Insights into PTEN’s roles in podocyte lipid endocytosis and glomerulopathy may offer novel therapeutic approaches for kidney diseases characterized by lipid accumulation and metabolic disturbances, such as obesity.

In kidney diseases, urine may offer a significant advantage over tissues as a non-invasive biomarker owing to its direct access to damaged tissue, particularly in the early stages of the disease. In the current animal model, we observed a differential gene expression in kidney tissue based on the presence of MMI or PH (Figure 4d,e and Figure 7). In addition, there were DE miRNAs in the urine, depending on the presence of PH (Figure 10). Strikingly, the individual evaluation of the DE miRNAs in the urine revealed that the same DE miRNA in the kidney tissue (miR-205) of the HFD-fed rats was also statistically DE in the HFD-fed rats compared with DE in the SD-fed rats (Figure 9b). Consequently, these findings could contribute to the detection of urinary biomarkers for PH or podocyte injury in patients with obesity, aiming to prevent ORG progression to CKD.

This study has limitations. The limited sample size may have compromised the generalizability of the findings. Moreover, translating the results from animal models to humans requires caution and validation in clinical studies. Nevertheless, this was the first exploratory project, and further experimental and clinical studies will be conducted in the future. The main strength of this study is that by integrating innovative techniques, molecular biology, histopathology, and clinical data analysis, it bridges these fields of research and offers a multidimensional understanding of ORG.

In conclusion, miRNAs may play a role in ORG. Specifically, the upregulation of miR-205 in the kidneys and its detection in urine are associated with podocyte lipid endocytosis, which occurs in the early stages of ORG through the inhibition of the PTEN gene. Thus, miR-205 could serve as a plausible urinary biomarker for early-stage ORG and pave the way for future therapeutic studies. Moreover, the analysis of urinary smallRNAs identified DE genes, depending on whether the rats developed PH. Future studies are needed to confirm the involvement of these miRNAs in human ORG.

## 4. Materials and Methods

### 4.1. Establishment of the Obesity-Induced Animal Model

A total of 30 male Wistar Han rats (300–350 g; Charles River Laboratories España S.A.), aged 7 weeks and not genetically modified, were housed and fed under standard laboratory conditions. They were randomized into two groups: control rats (*n* = 15) fed a standard diet (SD) (TEKLAD 2014; percentages by weight: 14.3% protein, 4% fat, 18.0% neutral detergent fiber, and 2.9 Kcal/g) and rats (*n* = 15) fed a high-fat diet (HFD) (TEKLAD 06414; percentages by weight: 23.5% protein, 34.4% fat, 27.3% carbohydrate, and 5.1 Kcal/g) (Harlan Laboratories, Indianapolis, IN, USA) for 10 weeks. The weight and food intake were measured weekly. The rats were considered as being obese if their weight gain was >25% of their initial baseline weight. They were housed in metabolic cages for 24 h before organ collection to prevent the urine from being contaminated with feces or feed.

### 4.2. Organ and Urine Harvesting

The kidneys were harvested from each animal and stored in a saline solution at 4 °C to remove excess adipose tissue. A quarter of each renal tissue was fixed in formaldehyde and embedded in paraffin for immunochemistry and histological studies; another quarter was frozen in an isopentane bath and preserved at −80 °C. The remaining tissue was saturated in an RNA-later stabilization solution (Thermo Fisher Scientific Inc., Waltham, MA, USA) and stored at 4 °C for gene expression determination (16 of 30 biopsies for transcriptomic and morphological studies; 14 for quantitative polymerase chain reaction experiments). Urine from 16 rats was centrifuged at 2000× *g* for 10 min, and aliquots were stored at −80 °C.

### 4.3. Measurement of Renal Function: Albuminuria and Iohexol Clearance

Albuminuria was assessed via colorimetric enzyme-linked immunoassays (Abcam, Cambridge, UK) with a sensitivity of 0.44 ng/mL and concentrations of 0.195–50 ng/mL. A total of 10 µL of urine diluted 1:100 with the appropriate dilution buffer (including standards) was added to the wells and precoated and blocked with a rat-albumin-specific antibody. Subsequently, an anti-albumin biotinylated detection antibody and streptavidin–peroxidase conjugate were added, followed by visualization using 3,3′,5,5′-tetramethylbenzidine. The samples were processed in triplicate.

The glomerular filtration rate (GFR) was measured through the plasma clearance of iohexol [45]. After slight sedation with isoflurane (2.5%), 200 μL of Omnipaque 300 solution (GE Healthcare, Milan, Italy) containing 129.4 mg of iohexol was injected intravenously into one lateral tail vein of conscious rats that were placed in a plexiglass rat restrainer. Blood samples (approximately 15 μL) were collected before and 20, 40, 80, 120, and 140 min after injection. Samples were mixed by gentle vortexing for 7 min, collected again using heparinized capillary tubes (10 μL), deposited on filter paper (Whatman 903, GE Healthcare, Cardiff, UK), and allowed to dry for at least 24 h. Then, iohexol plasma concentrations in the total blood samples were measured by high-performance liquid chromatography–ultraviolet spectroscopy using a C18 reverse-phase column (Advanced Chromatography Technologies Ltd., Scotland) in a high-performance liquid chromatography system (Agilent Series 1260, Santa Clara, CA, USA) equipped with a diode array detector set at 254 nm. Plasma concentrations of iohexol were recalculated from blood levels using the formula Cplasma1/4 Cblood/1—hematocrit. The hematocrit was determined using the formula hematocrit 1/4 (H1/H2) 100, where H1 is the height of the red blood cell column, and H2 is the height of the red blood cell column plus the height of the plasma column after centrifuging a heparinized capillary tube filled with blood for 10 min at 6000 rpm. The reproducibility of the plasma clearance of iohexol in rats using the method described was <10%.

### 4.4. Morphometry, Histology, Immunohistochemistry, Immunofluorescence, and Transmission Electron Microscopy (TEM)

Standard histopathology techniques were applied for 3 µm thick rat kidney sections. The glomeruli, particularly those sectioned through the hilium, were morphometrically analyzed for area and mesangial expansion. Thirty glomeruli per sample were assessed in periodic-acid–Schiff- and hematoxylin-and-eosin-stained sections. Slides were scanned at a 40 µm resolution using a PANNORAMIC^®^ 1000 Flash DX scanner and analyzed using QuPath (v0.4.4) [46]. Mesangial matrix increase was defined as increased mesangial extracellular material with an interspatial width of >2 mesangial cell nuclei in one or more peripheral mesangial areas. Mesangial cell proliferation was defined as the presence of more than three mesangial cells surrounded by the mesangial matrix in an intact glomerular segment in 3 µm thick sections. Podocyte hypertrophy was defined as podocyte enlargement with large nuclei and prominent nucleoli, with or without intracytoplasmic protein resorption droplets.

Immunohistochemical staining (BenchMark ULTRA automated IHC/ISH slide staining system; Roche Ventana, Tucson, Arizona) was performed using antibodies against WT1 (clone 6F-H2, mouse monoclonal antibody; Ventana) and Ki67 (clone 30-9, rabbit monoclonal antibody; Ventana).

The immunohistochemical slides were scanned and assessed similarly with histochemical techniques.

The immunocytochemistry involved blocking the peroxidase activity with 3% H_2_O_2_ in methanol for 5–15 min (Thermo Fisher Scientific). Anti-CD3 and anti-CD19 antibodies (Thermo Fisher Scientific) were used to distinguish between T- and B-cells, with goat anti-mouse F(ab)2 used as the secondary antibody. Sections were stained with alkaline phosphatase (Abcam, Cambridge, UK), counterstained with hematoxylin, and observed under a Zeiss Axioskop-2 microscope.

Double immunofluorescence was performed for PTEN–nephrin and macrophage M1–M2 staining using two combinations of rabbit anti-PTEN (Abcam), mouse anti-nephrin (Santa Cruz, CA, USA), mouse anti-CD86 for M1 macrophages (Abcam), and rabbit anti-CD206 for M2-type macrophages (Thermo Fisher). Goat anti-mouse A488 and anti-rabbit Cy3 secondary antibodies were used as received. The nuclei were stained with 4′,6-diamidino-2-phenylindole (Thermo Fisher Scientific). Slides were viewed using an Abberior STEDYCON confocal microscope, and ImageJ software was used to analyze the mean fluorescence of all the markers.

TEM was used to analyze six rat samples (three in the SD group and three in the HFD group), as per the standard protocol. Tissues from the paraffin blocks were dewaxed, hydrated, post-fixed, dehydrated, and embedded in epoxy resin. Ultrathin sections were cut using a Leica Ultracut microtome and stained with uranyl acetate and lead citrate using a Leica EM stainer. Samples were examined using a JEM 1010 TEM (JEOL USA, Inc., Peabody, MA, USA) at 80 kV, and digital images were captured using an Orius CCD camera (Gatan Inc., Pleasanton, CA, USA).

### 4.5. Total RNA Isolation and miRNA Enrichment

RNA from 30 rat kidneys (15 SD- and 15 HFD-fed rats) was extracted using TRIzol reagent (Invitrogen, Thermo Fisher). DNase I treatment (Invitrogen) and quality control (QC) analysis were performed using a TapeStation 2200 (Agilent). Half the RNA was subjected to RNA-Seq, and the remainder was used for quantitative polymerase chain reaction (qPCR).

Then, smallRNAs from 30 rat kidneys were purified using 1 μg of the total RNA with SPRIselect beads (Bee Na Lee, Beckman Coulter, Brea, CA, USA). Sixteen kidneys were used for smallRNA-Seq and 14 for qPCR validation. Sixteen rat urine samples were collected, and 500 μL of the samples was used for smallRNA isolation with the ZR urine RNA isolation kit (Zymo Research Corp, Irvine, CA, USA). QC was assessed using a bioanalyzer with a high-sensitivity chip (Agilent).

### 4.6. Library Preparation, RNA Sequencing, and Data Analysis

Sixteen RNA-Seq libraries were prepared from 1 μg of the total RNA using an NEBNext^®^ Ultra™ II directional RNA library prep kit for Illumina^®^ (New England Biolabs, NEB, Ipswich, MA, USA). The HighSeq 2500 system generated 40–50 M reads/sample. FastQC was used to assess the read quality, and Cutadapt was used to remove adapters. The Salmon tool was used to map and quantify transcripts to the Rnor6.0 genome. DESeq2 v1.24.0 was used for differential expression analysis.

### 4.7. Library Preparation, smallRNA Sequencing, and Data Analysis

Sixteen smallRNA libraries were prepared using the NebNext smallRNA library prep set (Illumina, San Diego, CA, USA). Fragments were size-selected on a 6% polyacrylamide gel (Invitrogen), and library quality control (QC) was conducted with a TapeStation 2200 using HiSense D1000 screen tape (Agilent). The HighSeq 2500 system (Illumina) generated 12–15 M reads/sample. FastQC was used to assess the read quality, and Cutadapt was used to remove adapters. The Subread/Rsubread package was used to map and quantify transcripts in the Rnor6.0 genome. Annotations were sourced from different databases based on smallRNA classes (http://www.mirbase.org/ftp.shtml (accessed on 1 February 2023) https://www.ensembl.org/info/data/ftp/index.html (accessed on 1 February 2023). QCs included a multidimensional scaling plot analysis and Euclidean distances between samples to ensure the suitability of the normalized data. DESeq2 v1.24.0 Bioconductor’s package was used for differential expression testing. The miRNA target sites were cataloged based on experimental validation and computational prediction using the multiMiR Bioconductor package (http://multimir.ucdenver.edu) (accessed on 1 February 2023). The miRNAs with an adjusted *p*-value of ≤0.05 and a Log2FoldChange of >1 were deemed as being upregulated; a Log2FoldChange of <−1 indicated downregulation.

### 4.8. Predicted and Validated Targetome for miRNAs

It is known that miRNAs regulate gene expression by promoting degradation or repressing the translation of target transcripts; miRNA target sites have been cataloged in databases (miRecords, miRTarBase, and TarBase for validated targets and DIANA-microT, ElMMo, MicroCosm, miRanda, miRDB, PicTar, PITA, and TargetScan for predicted targets) based on experimental validation and computational prediction using a variety of algorithms. In this study, multiMiR Bioconductor’s package [47] (http://multimir.ucdenver.edu) was used for this purpose. To categorize the validated gene targets, the keywords were grouped into five categories as follows: inflammatory response (including adhesion, leukocytes, chemokines, and adipokines); kidney damage (extracellular matrix and renal injury molecules); mitochondria (metabolism and respiratory chain); adipose tissue; and nerve-related tissue. A computer algorithm searched the Entrez summary of each gene for these keywords and classified the genes accordingly.

### 4.9. Gene ontology and Pathway Analyses

The miRNA gene ontology (GO) and pathway analyses utilized DIANA-miRPath v3.0 [47], examining 14 differentially expressed (DE) miRNAs with validated target genes across the groups. DIANA-TarBase v7.0 [48] was used to investigate enriched pathways using Fisher’s exact test meta-analysis with Benjamini–Hochberg’s false discovery rate (FDR) correction (*q*-value < 0.05). Functional enrichment analysis employs pathways from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database after the statistical analysis to identify pathways significantly targeted by the selected miRNAs. Heat maps facilitate the identification of miRNA subclasses or definition of pathways.

### 4.10. Reverse Transcription and Quantitative Reverse Transcription Polymerase Chain Reaction Validation

The total RNA extracted from the rat kidneys underwent retrotranscription using GoScript™ Reverse Transcriptase (Promega Corporation, Madison, WI, USA). The product was diluted 3–5 times in TE (10 mM TRIS/1 mM EDTA, pH 8) for subsequent experiments. The cDNA triplicates were amplified via real-time polymerase chain reaction (PCR) in a LightCycler^®^-480 (Roche, Mannheim, Germany) using TaqMan^®^ Fast Advanced Master Mix (Integrated DNA Technologies, IDT, Iowa, USA) and pre-designed TaqMan^®^ probes (IDT, see table primers used for qPCR, A). Actb and Hmbs were tested as housekeeping genes, with Hmbs chosen because of their expression level similarity with the target genes. All the analyzed mRNAs exhibited a Ct value of <25. The relative abundance was corrected using the selected housekeeping gene and the 2−ΔCT algorithm and expressed as arbitrary units.

The miRNAs: Isolated miRNA (4 μL) from kidney and urine samples underwent reverse transcription using the universal cDNA synthesis kit II (Exiqon, Vedbaek, Denmark). Synthetic UniSp6 served as the spike-in control. Incubation was performed at 42 °C for 60 min, followed by heat inactivation at 95 °C for 5 min. The cDNA samples were diluted 60-fold, and 4 μL was used in individual 10 μL PCR reactions with ExiLENT SYBR Green Master Mix and LNA-enhanced miRNA primer assays alongside UniSp6. The real-time quantitative PCR of the circulating miRNAs was conducted as triplicates under the following conditions: 95 °C for 10 min, 40 cycles of denaturation (95 °C, 10 s), annealing (60 °C, 60 s), and melting curve analysis.

Sets of 10 (kidney) and 12 (urine) circulating miRNAs were selected based on the miR-Seq results, including DE genes among the groups. Data normalization against UniSp6 reduced the technical variation, calculated as normalized Ct = Ct of UniSp6—Ct of measured miRNA. NormFinder identified stable miRNAs within normalized smallRNA-Seq data for endogenous controls, selecting miR-181b-5p and miR-411-5p (kidney) and miR-204-5p and miR-181b-5p (urine). The Ct values were calculated using the second-derivative method and reported as arbitrary units.

### 4.11. Statistical Analysis

Descriptive analyses summarized qualitative and quantitative characteristics as percentages and mean values plus standard errors (or median values and interquartile ranges), respectively. The main characteristics between the study and control groups were compared using an unpaired *t*-test or χ^2^ test, as appropriate. The *t*-test was applied to non-parametric data after log transformation. Fisher’s exact test for meta-analysis with Benjamini–Hochberg’s FDR correction was used to calculate the significant targeted biological processes and KEGG pathways. The complete linkage clustering method was used for the hierarchical clustering of pathways and miRNAs, with squared Euclidean distances as distance measures. Absolute P-values were used in all the calculations, considering the significance levels of the interaction. A two-tailed *p*-value of ≤0.05 denoted statistical significance. Statistical analyses were performed using SPSS (version 15.0; SPSS, Chicago, IL, USA).

### 4.12. Study Approval

This study strictly adhered to the Guide for the Care and Use of Laboratory Animals of the Generalitat de Catalunya, Catalan Government. The animal procedures were approved by the Animal Experimentation Ethics Committee of the Centre de Medicina Comparativa i Bioimatge de Catalunya and Germans Trias i Pujol’s Research Institute and Generalitat de Catalunya (CEA-OH/10528/2), following the principles of the Declaration of Helsinki for animal experimental investigations. All the protocols followed the 3R principles and prioritized animal welfare.

## Figures and Tables

**Figure 1:**
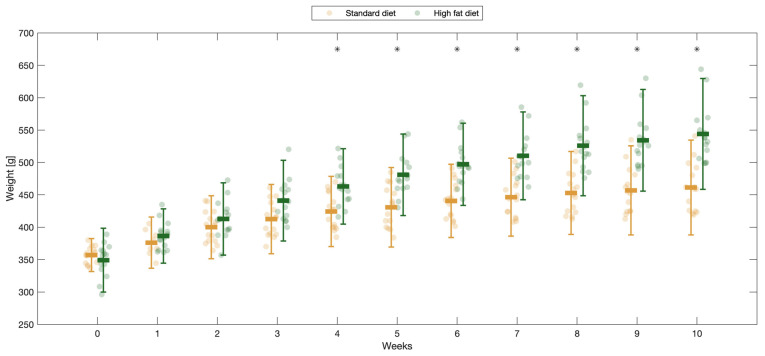
Comparison of rats’ weight evolution during the 10-week follow-up. The standard-diet group is represented in orange, and the high-fat-diet group in green; * *p* < 0.05.

**Figure 2:**
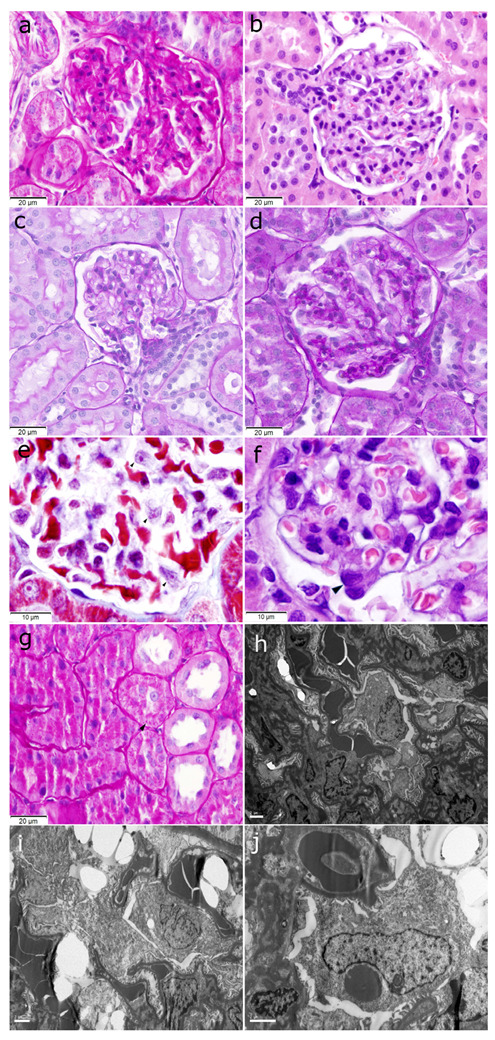
(**a**) Glomerulus with global mesangial matrix increase (PAS stain, original magnification ×400). (**b**) Glomerulus with mesangial cell proliferation (H&E stain, original magnification ×400). (**c**) Tuft glomerular area from a rat fed an SD (PAS stain, original magnification ×400). (**d**) Enlarged tuft glomerular area from a rat fed an HFD (PAS stain, original magnification ×400). (**e**) Podocyte hypertrophy with increased cytoplasm and prominent nucleolus (black arrows) (Masson trichrome stain, original magnification ×1000). (**f**) Podocyte hypertrophy with nuclear enlargement (black arrow) (H&E stain, original magnification ×1000). (**g**) Increased intracytoplasmic resorption droplets (black arrow) in proximal tubular cells from an obese rat fed an HFD (PAS stain, original magnification ×400). (**h**) Transmission electron microscopy image showing swelling of the podocytes, which are hyperplastic, occupying the urinary space (uranyl acetate and lead citrate stain, original magnification ×5000). (**i**) Podocyte cytoplasm showing empty spaces compatible with lipid vacuoles (uranyl acetate and lead citrate stain, original magnification ×6000). (**j**) Podocyte showing a slight increase in cytoplasmic organelles, especially megamitochondria (uranyl acetate and lead citrate stain, original magnification ×10,000). PAS: periodic acid–Schiff; H&E: hematoxylin and eosin; SD: standard diet; HFD: high-fat diet.

**Figure 3:**
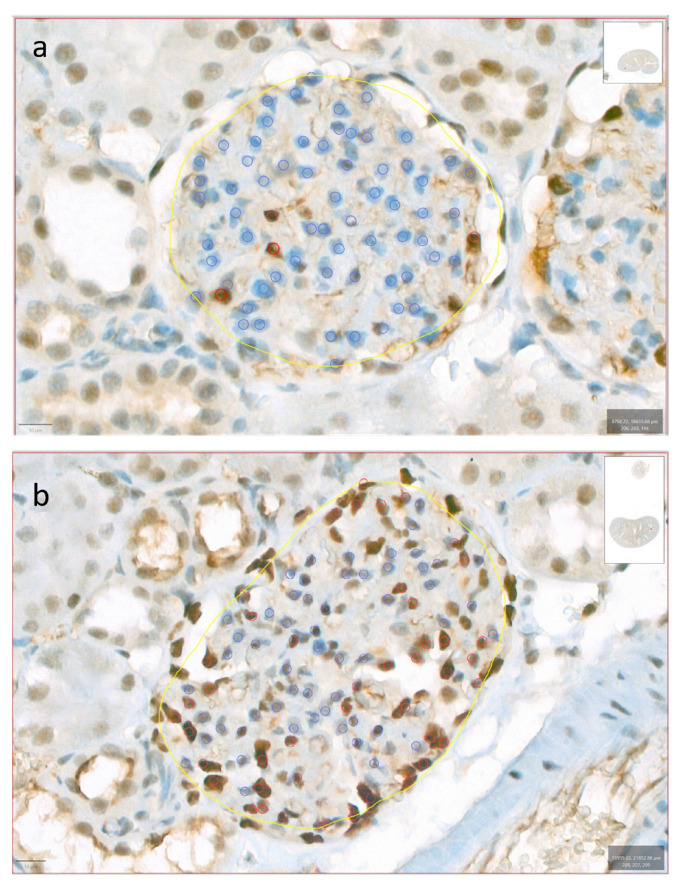
Podocyte densities. This figure shows two distinct examples illustrating low (**a**) and high (**b**) podocyte densities, assessed through immunohistochemical staining for WT1 and quantified using QuPath. Yellow annotations were used to delineate the glomerular region of interest, where the ‘Positive cell detection’ tool was applied. Blue annotations indicate the count of the negative cells, while red annotations highlight positive cells.

**Figure 4:**
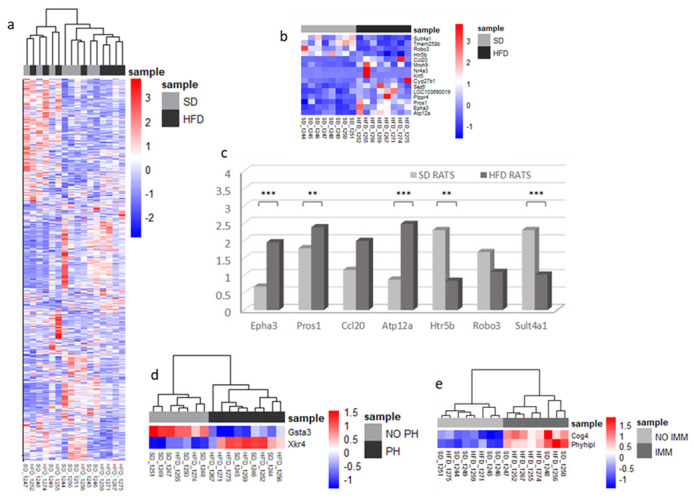
Transcriptomic changes and validation of differentially expressed RNAs. (**a**–**c**) Samples were studied sorted by diet. (**a**) The heatmap displays the expression profiles of all the sequenced genes between the SD-fed and HFD-fed groups. Each row represents a gene, and each column represents a sample. Red indicates upregulation, while blue indicates downregulation. Gene names have been omitted for clarity. Hierarchical clustering was used to group genes and samples based on expression similarity, highlighting similar expression patterns between the two groups. (**b**) Heatmap displaying differentially expressed genes between groups, with red indicating upregulation and blue indicating downregulation. These genes were selected for further analysis; the key differentially expressed genes are listed in Supplementary Table S1. (**c**) Validation of the differentially expressed genes in 30 rat kidneys (15 SD vs. 15 HFD) by qPCR. Results are calculated as indices and given in arbitrary units. HFD-rat values are shown in dark-gray bars; SD-rat values in light-gray bars. (**d**,**e**) Heatmaps of differentially expressed genes based on kidney lesions. ** indicates *p* < 0.01; *** indicates *p* < 0.001, unpaired Student’s *t*-test. PH: podocyte hypertrophy; IMM: increased mesangial matrix; SD: standard diet; HFD: high-fat diet.

**Figure 5:**
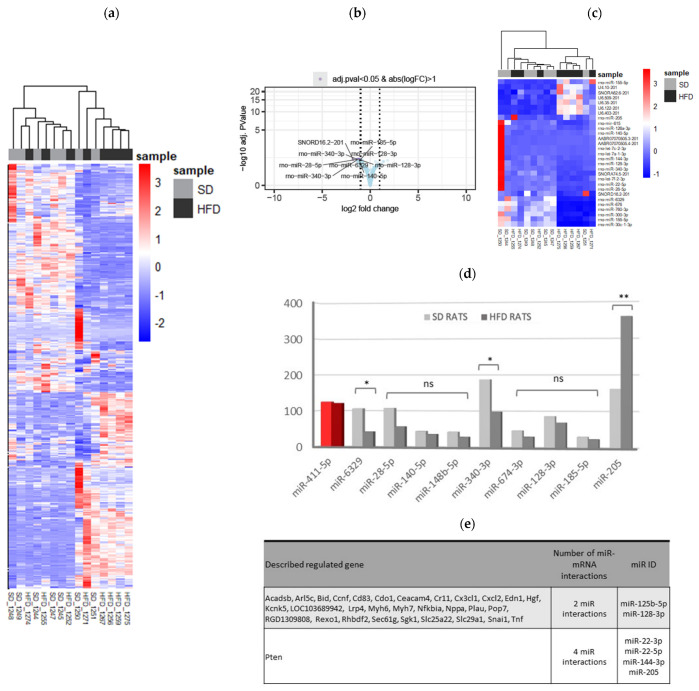
Transcriptomic changes and validation of differentially expressed miRNAs in kidney tissue. (**a**–**d**) Samples were studied sorted by diet. (**a**) The heatmap displays the expression profiles of all the sequenced smallRNAs between the SD-fed and HFD-fed groups. Each row represents a smallRNA, and each column represents a sample. Red indicates upregulation, while blue indicates downregulation. SmallRNA names have been omitted for clarity. Hierarchical clustering was used to group smallRNAs and samples based on expression similarity, highlighting distinct expression patterns between the two groups (**b**) Volcano plot showing that samples in both groups showed a very similar gene expression profile, but some downregulated smallRNA can be observed in the HFD group. (**c**) Heatmap displaying differentially expressed smallRNAs between groups, with red indicating upregulation and blue indicating downregulation. The key differentially expressed smallRNAs are listed in Supplementary Table S2. Some miRNAs were selected for subsequent studies. (**d**) The qPCR validation of miRNAs found to be differentially expressed in miRNA-Seq experiments; miR-411-5p was included as an miRNA that does not change its expression (in red). HFD-rat values are shown in dark-gray bars; SD-rat values in light-gray bars; * *p* < 0.05 and ** *p* < 0.001, unpaired Student’s *t*-test. (**e**) Table categorizing validated miRNA-mRNA interactions based on involvement with multiple miRNAs. SD: standard diet; HFD: high-fat diet; miRNA: microRNA; qPCR: quantitative polymerase chain reaction.

**Figure 6:**
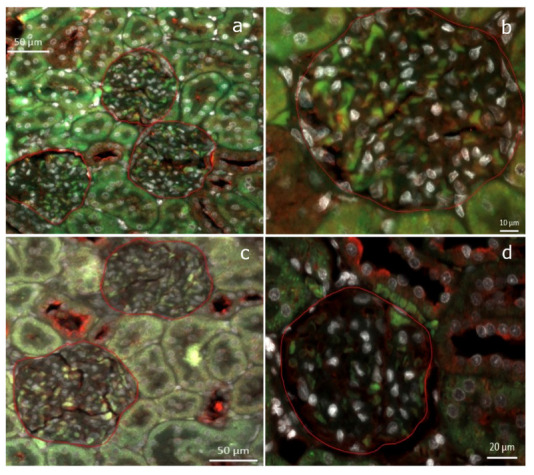
Double immunofluorescence staining for PTEN (green) and nephrin (red) was performed on kidney tissues from an SD-fed rat (**a**,**b**) and an HFD-fed rat (**c**,**d**). The images depict a higher PTEN/nephrin ratio in the SD-fed rat (1.169 in the SD group vs. 0.915 in the HFD group).

**Figure 7:**
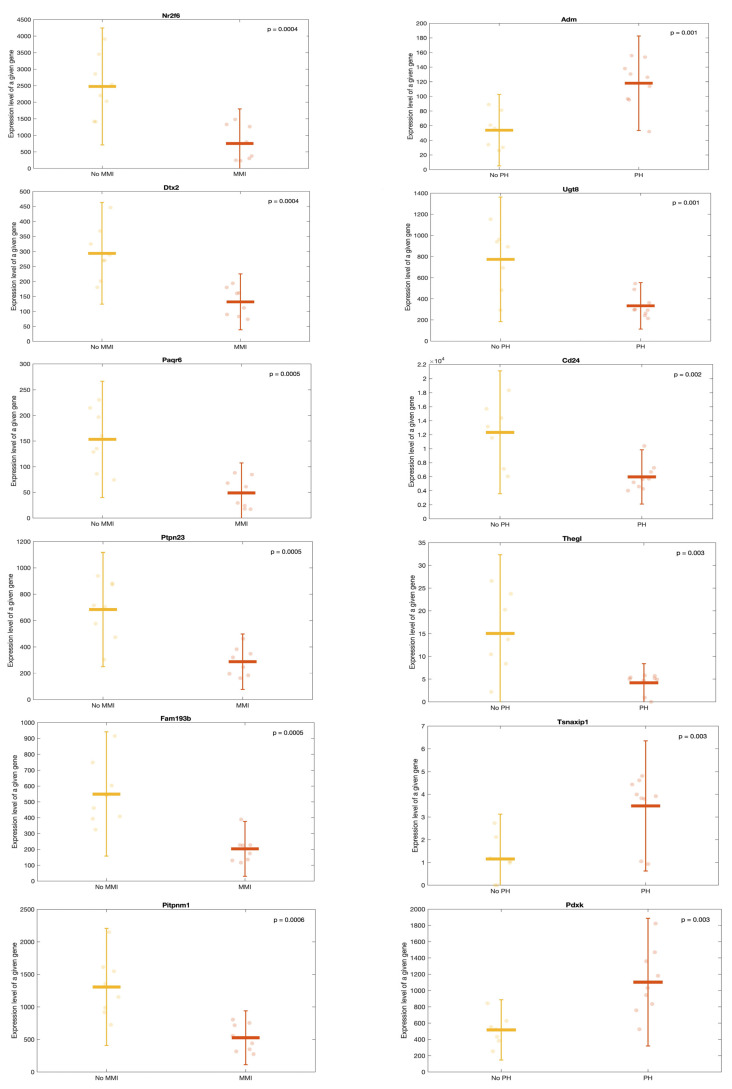
Transcriptomic changes in lesion-related miRNAs in kidney tissue. Scatter plots showing expressions of the first 6 genes correlating significantly with MMI (left) and PH (right). The figures are classified in ascending order of *p*_values (The gene on the top left being the gene with the lowest *p*_value). The points correspond to each individual datum. MMI: mesangial matrix increase; PH: podocyte hypertrophy.

**Figure 8:**
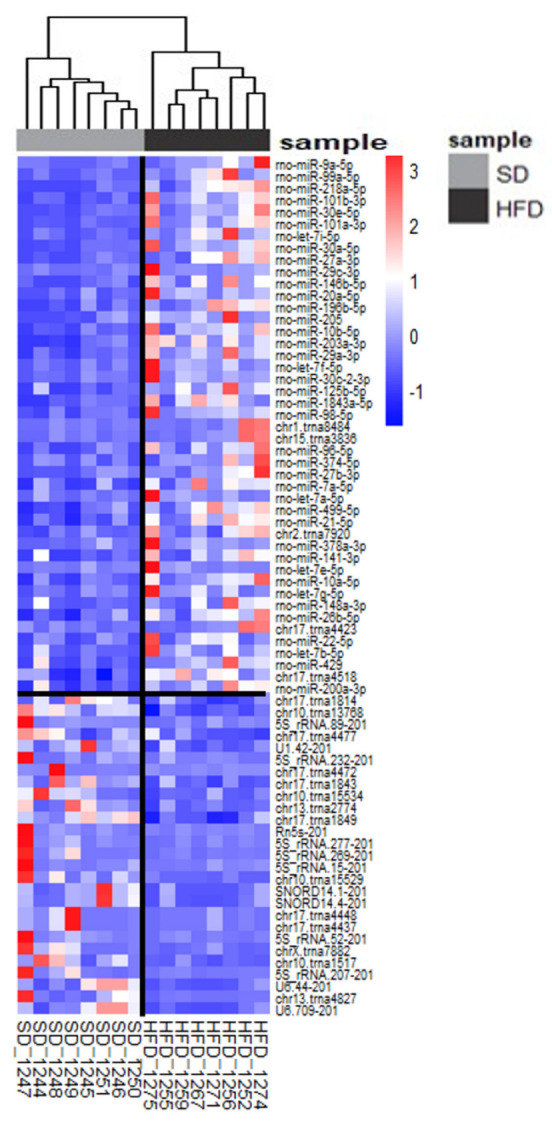
Heatmap representing transcriptomic changes in differentially expressed miRNAs in urine samples sorted by diet. The heatmap displays the expression profiles of differentially expressed smallRNAs between the SD-fed and HFD-fed groups. Each row represents a smallRNA, and each column represents a sample. Red indicates upregulation, while blue indicates downregulation. The key differentially expressed smallRNAs are listed in Supplementary Table S3. Hierarchical clustering was used to group smallRNAs and samples based on expression similarity, highlighting distinct expression patterns between the two groups.

**Figure 9:**
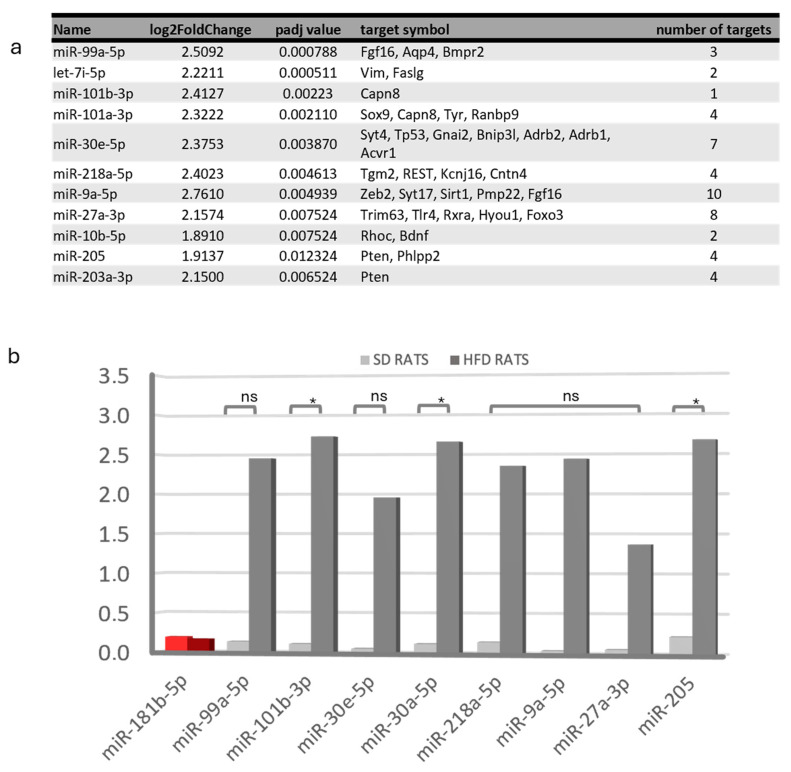
Transcriptomic changes and validation of differentially expressed miRNAs in urine samples sorted by diet. (**a**) Table of the main validated interactions of miRNA-mRNA reported. (**b**) The qPCR validation of selected miRNAs found to be differentially expressed in miR-Seq experiments; miR-181b-5p was included as an miRNA that does not change its expression (in red). HFD-rat values are shown in dark-gray bars; SD-rat values in light-gray bars; * *p* < 0.05, unpaired Student’s *t*-test; “ns”: non-significant. SD: standard diet; HFD: high-fat diet; qPCR: quantitative polymerase chain reaction.

**Figure 10:**
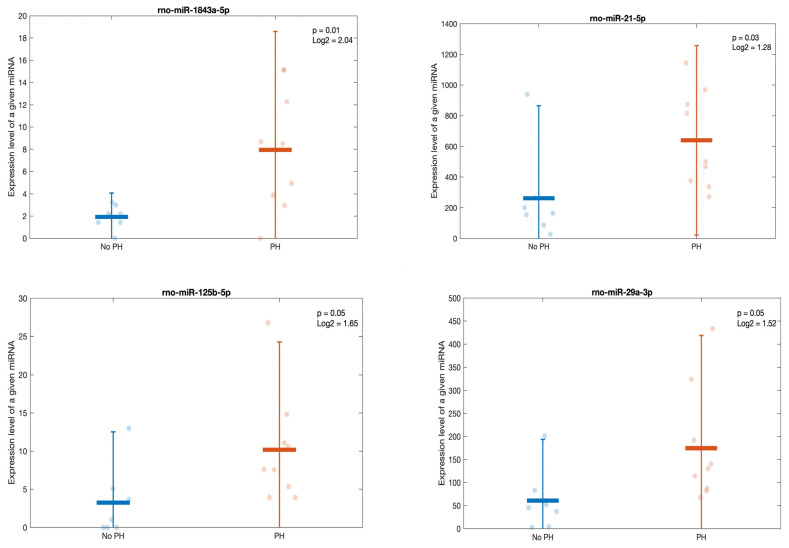
Scatter plots comparing the expressions of the most differentially expressed miRNAs between rats exhibiting podocyte hypertrophy (PH) and rats without this lesion.

## Data Availability

The transcriptomic data supporting the findings of this study are available in the repository Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/ (accession number: GSE262503).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25126437/s1, Table S1: List ok key genes in heatmap 4b. This table provides the names and details of the key genes depicted in the heatmap in Figure 4b. Table S2: List of key differentially expressed smallRNA in urine heatmap 5c. This table provides the names and details of the key genes depicted in the heatmap in Figure 5c. Table S3: List of genes expressed in the rat kidneys of our animal model, illustrating interactions with miRNAs that were identified as differentially expressed (DE) in the rat kidneys. Table S4: List of key differentially expressed smallRNA in heatmap 8. This table provides the names and details of the key smallRNA in urine depicted in the heatmap in Figure 8.

# Supplementary material for: Integrated miRNA–mRNA Analysis Reveals Critical miRNAs and Targets in Diet-Induced Obesity-Related Glomerulopathy
**Source:** Int J Mol Sci. 2024 Jun 11;25(12):6437. doi: 10.3390/ijms25126437
**Supplement:** Supplementary file 1

Supplementary Table S1. List of key genes in heatmap 4b. This table provides the names and details of the key genes depicted in the heatmap in Figure 4b.

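The table gives, for each gene of the heatmap, the authors' DESeq2 results: baseMean is given as a mean normalized count (for most genes it is not the mean of the libraries compared here), log2FoldChange the change of HFD over SD, lfcSE its standard error, pvalue the p-value and padj the p-value adjusted over all genes. All 14 genes, such as Epha3 and Htr5b, were found among the deposited values with the same log2 fold change. By limma on the normalized counts, all 14 had the same sign as in the table. For 1 gene the table's log2 fold change is smaller than its standard error although its p-value is under 0.05. The authors' log2 fold changes appear shrunken toward 0, which the paper does not state, and those of limma are not. Among the deposited values by diet, Pla2g12a has -0.00669 (standard error 0.0157) at a DESeq2 p of 0.00044. Gsta3 has -0.00177 (standard error 0.0133) at a DESeq2 p of 0.0122.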

Ensembl ID	symbol	entrez	baseMean	log2FoldChange	lfcSE	pvalue	padj
ENSRNOG00000046975	Sult4a1	58953	241,098774	-1,340568632	0,347112507	4,0773E-06	0,01946838
ENSRNOG00000032740	Tmem258b	686092	252,642069	-0,531189784	0,203420206	0,00026477	0,44713276
ENSRNOG00000030016	Robo3	315564	15,0788239	-1,311382419	0,340522505	4,4211E-06	0,01946838
ENSRNOG00000002549	Htr5b	79247	29,4731203	-0,919285117	0,304082844	8,1404E-05	0,22188075
ENSRNOG00000015992	Ccl20	29538	23,7247145	1,717819412	0,543717709	5,258E-05	0,17198007
ENSRNOG00000003698	Mroh9	501864	19,5333366	1,14183749	0,687113415	0,00187957	0,80890823
ENSRNOG00000005964	Nr4a3	58853	21,0127717	1,252736725	1,301222559	0,00349861	0,95005312
ENSRNOG000000050420	Krt5	369017	82,9621309	2,906040377	2,223398859	0,00176233	0,80890823
ENSRNOG00000009350	Sez6	192247	8,4885964	1,108147742	0,998587835	0,00350442	0,95005312
ENSRNOG00000008513	LOC103690019	103690019	8,20616496	1,13364633	0,643098573	0,00169217	0,80890823
ENSRNOG00000016872	Plppr4	295401	18,7224694	1,014698008	0,388787374	0,00027341	0,44713276
ENSRNOG000000048723	Pros1	81750	650,261596	0,484378024	0,170879658	0,00014865	0,34728805
ENSRNOG000000030285	Epha3	29210	10,233124	1,831137002	0,472764972	4,7617E-06	0,01946838
ENSRNOG000000020685	Atp12a	171028	108,311016	1,69576889	0,431187891	3,1382E-06	0,01946838

# Supplementary material for: Integrated miRNA–mRNA Analysis Reveals Critical miRNAs and Targets in Diet-Induced Obesity-Related Glomerulopathy
**Source:** Int J Mol Sci. 2024 Jun 11;25(12):6437. doi: 10.3390/ijms25126437
**Supplement:** Supplementary file 1

Supplementary Table S2. List of key differentially expressed smallRNA in urine heatmap 5c.
This table provides the names and details of the key genes depicted in the heatmap in Figure 5c.

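The columns are those of the table of genes, for small RNAs of the kidney: a name, the database of the annotation (Source), the class of RNA (Biotype) and the authors' DESeq2 results for HFD over SD. All 28 small RNAs, from miR-155-5p to miR-185-5p, were found among the deposited values with the same log2 fold change. Each had the same sign by limma on the normalized counts, and the median ratio of the table's log2 fold change to that of limma was 0.999. For 5 of them the log2 fold change in the table is smaller than its standard error although the p-value is under 0.05. Here too the authors' log2 fold changes may be shrunken toward 0, which the paper does not state.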

miRBase Alias	Name	Source	Biotype	baseMean	log2FoldChange	lfcSE	pvalue	padj
MIMAT0030409	rno-miR-155-5p	miRBase	miRNA	315,668744	1,0026939	1,25610312	0,00837661	0,12366929
ENSRNOT000000	U4.10-201	Ensembl	snRNA	61,5734488	1,115117904	0,97200326	0,00630156	0,10622775
ENSRNOT000000	SNORA62.6-201	Ensembl	snoRNA	37,2532645	1,084320988	2,28608821	0,00603297	0,10622775
ENSRNOT000000	U6.509-201	Ensembl	snRNA	20,1120311	1,324085182	0,80746964	0,00221455	0,06916198
ENSRNOT000000	U6.35-201	Ensembl	snRNA	18,6414419	1,429641308	0,83515942	0,00197702	0,06803481
ENSRNOT000000	U6.122-201	Ensembl	snRNA	35,5664982	1,11430092	0,92948618	0,00700518	0,11376405
ENSRNOT000000	U6.403-201	Ensembl	snRNA	47,2190805	0,981378365	0,98820164	0,00746525	0,11885843
MIMAT0000878	rno-miR-205	miRBase	miRNA	155,342795	1,826687269	0,88598175	0,00111361	0,05713903
MIO012597	rno-mir-615	miRBase	pre-miRNA	95,937334	-1,380185973	0,58744647	0,00119626	0,05713903
MIMAT0000832	rno-miR-126a-3p	miRBase	miRNA	30079,33	-1,03034411	0,44356132	0,00154875	0,06067761
MIMAT0000573	rno-miR-140-5p	miRBase	miRNA	457,828085	-1,164913242	0,36302287	0,00014766	0,04864462
ENSRNOT000000	AABR07070505.3-201	Ensembl	snoRNA	101,477847	-1,047402014	1,36047983	0,00968902	0,1249423
ENSRNOT000000	AABR07070505.4-201	Ensembl	snoRNA	101,477847	-1,047402014	1,36047983	0,00968902	0,1249423
MIMAT0017088	rno-let-7c-2-3p	miRBase	miRNA	523,359294	-1,330470495	0,58466228	0,00087364	0,05456914
MIMAT0017085	rno-let-7a-1-3p	miRBase	miRNA	523,26061	-1,331454077	0,58469181	0,00087077	0,05456914
MIMAT0000850	rno-miR-144-3p	miRBase	miRNA	161,038617	-1,2281105	1,05761174	0,00323218	0,07953126
MIMAT0000834	rno-miR-128-3p	miRBase	miRNA	250,792258	-1,164409032	0,44845165	0,00062659	0,04864462
MIMAT0000585	rno-miR-340-3p	miRBase	miRNA	25,3193621	-1,317471512	0,46048438	0,0003581	0,04864462
ENSRNOT000000	SNORA74.5-201	Ensembl	snoRNA	39,5568102	-1,3133499	0,73090101	0,0026353	0,07242668
MIMAT0017090	rno-let-7f-2-3p	miRBase	miRNA	100,163311	-1,023007462	0,40960958	0,00117971	0,05713903
MIMAT0003152	rno-miR-22-5p	miRBase	miRNA	283,753621	-1,181488062	0,52799833	0,00133979	0,06043921
MIMAT0000800	rno-miR-28-5p	miRBase	miRNA	259,83096	-1,394472179	0,41554988	6,853E-05	0,04864462
ENSRNOT000000	SNORD16.2-201	Ensembl	snoRNA	4922,75601	-1,789942307	0,68175173	0,00046205	0,04864462
MIO021853	rno-mir-6329	miRBase	pre-miRNA	28,2515181	-0,563365718	0,32907522	0,01228715	0,13857178
MIMAT0037264	rno-miR-676	miRBase	miRNA	172,917183	-1,175247114	0,81457648	0,00448715	0,09823614
MIMAT0005337	rno-miR-760-3p	miRBase	miRNA	18,516439	-1,221691979	0,62332813	0,00288347	0,07316794
MIMAT0000902	rno-miR-300-3p	miRBase	miRNA	66,0170894	-1,061300051	0,52158523	0,00270548	0,07242668
MIMAT0000862	rno-miR-185-5p	miRBase	miRNA	766,866334	-1,006052468	0,35090019	0,00046246	0,04864462

# Supplementary material for: Integrated miRNA–mRNA Analysis Reveals Critical miRNAs and Targets in Diet-Induced Obesity-Related Glomerulopathy
**Source:** Int J Mol Sci. 2024 Jun 11;25(12):6437. doi: 10.3390/ijms25126437
**Supplement:** Supplementary file 1

Supplementary Table S3. List of genes expressed in the rat kidneys of our animal model, illustrating interactions with miRNAs that were identified as differentially expressed (DE) in the rat kidneys.

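The columns give genes, the number of miRNAs paired with them and the names of these miRNAs. By the paper's methods, a pair rests on target sites catalogued in databases and on a negative Spearman correlation of miRNA with mRNA. It does not record whether the gene changed by diet.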

Described regulated gene	Number of miR-mRNA interactions	miR ID
Abhd12b, Actl11, Armc6, Atcay, Atp13a4, B3gnt5, Ccnf, Celf4, Chgb, Cyp2a1, Cyp2a2, Cyp2a3, Dbndd1, Dmrt3, Dmrt2, Ereg, Fam71a, Frem3, Gbx2, Glp2r, Grm1, Grm6, Has2, Hcar2, Ido1, Iqcf3, Kctd4, Klf14, Krt77, Ltb, egf10, Mpm13, Myh6, Notum, Nppa, Nppb, Oas1e, Odf1, Orl156, Orl210, Orl419, Orl455, Orl459, Orl72, Orl758, P4ha3, Pdzd9, Pou4f3, Romo1, Rps27a, Rspo2, S100a5, Scn9a, Serpinb7, Sh3bgr1, Scl17a7, Scl25a5a, Snap25, Snorc, Spem1, Tagln3, Tbx15, Tmem30c, Tnfrsf4, Tnn, Vom2r75, Wfdc21, Xirp2, Yif1b	No miR interactions	

# Supplementary material for: Integrated miRNA–mRNA Analysis Reveals Critical miRNAs and Targets in Diet-Induced Obesity-Related Glomerulopathy
**Source:** Int J Mol Sci. 2024 Jun 11;25(12):6437. doi: 10.3390/ijms25126437
**Supplement:** Supplementary file 1

Supplementary Table S4. List of key differentially expressed smallRNA in heatmap 8. This table provides the names and details of the key smallRNA in urine depicted in the heatmap in Figure 8.

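For the small RNAs of the urine heatmap, the table gives the name, the source of the annotation, the class of RNA and the authors' DESeq2 results for HFD over SD. The names chr1.trna8484 and alike are genomic tRNA genes of GtRNAdb, with the amino acid and anticodon in the first column. All 72 small RNAs were found among the deposited values with the same log2 fold change, and 71 had the same sign by limma on the normalized counts. In the table 62 pass an adjusted p under 0.1 with an absolute log2 fold change over 1, and by limma 49 of the 72 do, miR-99a-5p and U6.709-201 among them.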

miRBase Alias	Name	Source	Biotype	baseMean	log2FoldChange	lfcSE	pvalue	padj
MIMAT0000781_1	rno-miR-9a-5p	miRBase	miRNA	4,36912814	2,760965633	0,85365666	8,76705E-05	0,004938769
MIMAT0000820	rno-miR-99a-5p	miRBase	miRNA	70,3367145	2,509256337	0,594591499	1,55414E-06	0,000787951
MIMAT0000888	rno-miR-218a-5p	miRBase	miRNA	6,76043916	2,481556687	0,736431258	7,03002E-05	0,004613157
MIMAT0000615	rno-miR-101b-3p	miRBase	miRNA	7,7583044	2,412736788	0,652629825	1,31981E-05	0,002230478
MIMAT0000805	rno-miR-30e-5p	miRBase	miRNA	71,0422035	2,375273586	0,692136473	3,81674E-05	0,003870179
MIMAT0000823	rno-miR-101a-3p	miRBase	miRNA	20,8497583	2,320777039	0,67334924	3,62833E-05	0,003870179
MIMAT0000779	rno-let-7i-5p	miRBase	miRNA	89,3850692	2,222078531	0,574294438	7,32052E-06	0,001855753
MIMAT0000808	rno-miR-30a-5p	miRBase	miRNA	335,147551	2,1671462	0,639592697	4,76727E-05	0,00402834
MIMAT0000799	rno-miR-27a-3p	miRBase	miRNA	9,28988705	2,157366396	0,727175003	0,000250177	0,007523755
MIMAT0000803	rno-miR-29c-3p	miRBase	miRNA	6,03847862	2,002778183	1,027331691	0,002387968	0,031043578
MIMAT0005595	rno-miR-146b-5p	miRBase	miRNA	3,34456891	1,974302664	0,975076763	0,003077045	0,033991492
MIMAT0000602	rno-miR-20a-5p	miRBase	miRNA	5,44263763	1,941668089	0,754295839	0,000682587	0,015046597
MIMAT0001082	rno-miR-125b-5p	miRBase	miRNA	4,95567688	1,940102953	0,801517572	0,001222676	0,022959134
MIMAT0000878	rno-miR-205	miRBase	miRNA	10,0699557	1,913730055	0,68603692	0,000494307	0,012323541
MIMAT0000783	rno-miR-10b-5p	miRBase	miRNA	120,712152	1,890979382	0,645071678	0,000251857	0,007523755
MIMAT0000876	rno-miR-203a-3p	miRBase	miRNA	37,9049456	1,778676843	0,64995987	0,000510443	0,012323541
MIMAT0000802	rno-miR-29a-3p	miRBase	miRNA	83,6381514	1,757114761	0,655949332	0,000583451	0,013445885
MIMAT0000778	rno-let-7f-5p	miRBase	miRNA	191,738949	1,713602531	0,709399608	0,001199448	0,022959134
MIMAT0005442	rno-miR-30c-2-3p	miRBase	miRNA	5,38152588	1,660691713	0,794553096	0,002554802	0,031579814
MIMAT0000830_1	rno-miR-125b-5p	miRBase	miRNA	4,63499486	1,632321913	0,769486803	0,002709208	0,031943456
MIMAT0024847	rno-miR-1843a-5p	miRBase	miRNA	3,45501454	1,621328484	0,679461997	0,001852694	0,028862378
MIMAT0000819	rno-miR-98-5p	miRBase	miRNA	5,1163622	1,601418185	0,69120844	0,001745157	0,028541769
tRNA-Phe-GAA-1-1	chr1.trna8484	GtRNAdb	tRNA	79,1706292	1,571235383	0,796789985	0,003635429	0,036944797
tRNA-Phe-GAA-1-4	chr15.trna3836	GtRNAdb	tRNA	106,126921	1,543359319	0,64765946	0,001559897	0,026362267
MIMAT0000818	rno-miR-96-5p	miRBase	miRNA	2,61142515	1,528610538	0,828675294	0,005952176	0,049471366
MIMAT0003208	rno-miR-374-5p	miRBase	miRNA	1,93532689	1,517103342	0,966859919	0,008324771	0,064933213
MIMAT0000798	rno-miR-27b-3p	miRBase	miRNA	56,1409131	1,423682981	0,596222502	0,001878616	0,028862378
MIMAT0000606_1	rno-miR-7a-5p	miRBase	miRNA	12,5624092	1,412685551	0,611795714	0,002127407	0,02940875
MIMAT0000774	rno-let-7a-5p	miRBase	miRNA	135,902109	1,369007919	0,714983802	0,005307171	0,047079428
MIMAT0003381	rno-miR-499-5p	miRBase	miRNA	11,9852234	1,364001549	0,73389101	0,006386245	0,052223003
MIMAT0000790	rno-miR-21-5p	miRBase	miRNA	370,818563	1,34605202	0,666439594	0,004701655	0,04976206
tRNA-Arg-TCT-3-1	chr2.trna7920	GtRNAdb	tRNA	73,7173061	1,34353587	0,621677777	0,003366345	0,035557024
MIMAT0003379	rno-miR-378a-3p	miRBase	miRNA	219,98137	1,334474376	0,65726235	0,004525753	0,044126087
MIMAT0000846	rno-miR-141-3p	miRBase	miRNA	3,88858253	1,289394206	0,878681507	0,011302167	0,079877388
MIMAT0000777	rno-let-7e-5p	miRBase	miRNA	9,22578656	1,288072659	0,904882937	0,011756318	0,081650046
MIMAT0000782	rno-miR-10a-5p	miRBase	miRNA	237,277367	1,267791346	0,641022545	0,005611526	0,047417393
MIMAT0035719	rno-let-7g-5p	miRBase	miRNA	144,464009	1,172613292	0,700854559	0,011167177	0,079877388
MIMAT0035725	rno-miR-148a-3p	miRBase	miRNA	155,867828	1,171774572	0,835084298	0,015884618	0,104590927
MIMAT0000797	rno-miR-26b-5p	miRBase	miRNA	46,7576494	1,141093082	0,641297256	0,010141105	0,07673941
tRNA-Phe-GAA-1-5	chr17.trna4423	GtRNAdb	tRNA	110,161369	1,126317018	0,638422357	0,010640412	0,07933366
MIMAT0003152	rno-miR-22-5p	miRBase	miRNA	3,55179316	1,086486681	0,746375518	0,017945857	0,114095829
MIMAT0000775	rno-let-7b-5p	miRBase	miRNA	149,8883	1,061585197	0,769730436	0,02034863	0,125321713
MIMAT0001538	rno-miR-429	miRBase	miRNA	22,7314431	1,033147247	0,769670472	0,022235459	0,131085788
tRNA-iMet-CAT-2-1	chr17.trna4518	GtRNAdb	tRNA	6,04839695	1,030629536	0,531596014	0,009738183	0,074806948
MIMAT0000874	rno-miR-200a-3p	miRBase	miRNA	171,087	1,024318806	0,704852876	0,020763361	0,125321713
tRNA-Val-CAC-3-1	chr17.trna1814	GtRNAdb	tRNA	165,102134	-1,000170188	0,591958894	0,015246365	0,101709304
tRNA-Leu-CAA-2-1	chr10.trna13768	GtRNAdb	tRNA	82,1469327	-1,003108527	0,450624757	0,005478671	0,047079428
ENSRNOT00000063645	5S_rRNA.89-201	Ensembl	rRNA	32,8573067	-1,030767694	0,670208968	0,018587762	0,116345622
tRNA-Ser-AGA-5-1	chr17.trna4477	GtRNAdb	tRNA	1,88196163	-1,043680687	0,844345484	0,021215811	0,126546074
ENSRNOT00000089489	U1.42-201	Ensembl	snRNA	15,0844163	-1,06729102	0,78242395	0,02059494	0,125321713
ENSRNOT00000053460	5S_rRNA.232-201	Ensembl	rRNA	1,28640813	-1,159373266	1,14230862	0,023404922	0,134844266
tRNA-Lys-TTT-3-1	chr17.trna4472	GtRNAdb	tRNA	63,5276317	-1,162015328	0,701289601	0,011212191	0,079877388
tRNA-Ser-AGA-2-1	chr17.trna1843	GtRNAdb	tRNA	20,5869605	-1,193853075	0,516037755	0,003003256	0,033991492
tRNA-Lys-CTT-1-6	chr10.trna15534	GtRNAdb	tRNA	17,5162427	-1,217580268	0,556296279	0,003888939	0,038660633
tRNA-Leu-CAG-3-2	chr13.trna2774	GtRNAdb	tRNA	9,72535507	-1,277111277	0,582701343	0,003643471	0,036944797
tRNA-Ser-TGA-1-1	chr17.trna1849	GtRNAdb	tRNA	5,07977049	-1,321560889	0,690893101	0,005374743	0,047079428
ENSRNOT00000073261	Rn5s-201	Ensembl	rRNA	15,7658993	-1,397348778	0,808562639	0,00697534	0,055257771
ENSRNOT00000081846	5S_rRNA.277-201	Ensembl	rRNA	223,244422	-1,398135388	0,753131673	0,005339205	0,047079428
ENSRNOT00000086749	5S_rRNA.269-201	Ensembl	rRNA	150,229814	-1,411823477	0,810000931	0,006639521	0,053432338
ENSRNOT00000052818	5S_rRNA.15-201	Ensembl	rRNA	2,79061405	-1,438747736	1,036159573	0,011343534	0,079877388
tRNA-Lys-CTT-1-7	chr10.trna15529	GtRNAdb	tRNA	74,6863996	-1,527105713	0,591480714	0,000899145	0,01899443
ENSRNOT00000088446	SNORD14.1-201	Ensembl	snoRNA	55,6576579	-1,560593869	0,761231728	0,003151085	0,033991492
ENSRNOT00000090754	SNORD14.4-201	Ensembl	snoRNA	57,9379877	-1,628180378	0,725380885	0,001938769	0,028910464
tRNA-Ala-AGC-3-1	chr17.trna4448	GtRNAdb	tRNA	26,5004237	-1,752557949	0,810731937	0,002204206	0,02940875
tRNA-Ala-AGC-3-2	chr17.trna4437	GtRNAdb	tRNA	26,5004237	-1,752557949	0,810731937	0,002204206	0,02940875
ENSRNOT00000062405	5S_rRNA.52-201	Ensembl	rRNA	5,74105462	-1,870555321	0,805492095	0,001338354	0,023464825
tRNA-Asp-GTC-3-1	chrX.trna7882	GtRNAdb	tRNA	91,0817245	-2,026653192	0,673908376	0,000180524	0,007039089
tRNA-Val-CAC-1-2	chr10.trna1517	GtRNAdb	tRNA	17,9274053	-2,210400424	0,785784856	0,000280638	0,007904647
ENSRNOT00000070518	5S_rRNA.207-201	Ensembl	rRNA	32,2345777	-2,237293049	0,784630361	0,000252276	0,007523755
ENSRNOT00000085375	U6.44-201	Ensembl	snRNA	11,2913608	-2,345988305	0,887382553	0,000395364	0,010549975
tRNA-Pro-CGG-1-3	chr13.trna4827	GtRNAdb	tRNA	12,2408872	-2,354587083	0,762263149	0,000130196	0,006600934
ENSRNOT00000084401	U6.709-201	Ensembl	snRNA	12,3602559	-2,462608104	0,857615399	0,000194373	0,007039089

How the deposited data were processed for this re-analysis (not part of the article)

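The signal values analyzed are the authors' normalized counts per gene or small RNA and library, as deposited: the authors trimmed the reads with Cutadapt, quantified mRNA with Salmon and small RNA with the Subread tools against Rnor6.0, and tested them with DESeq2. How the mRNA values were scaled between libraries could not be read from them. The log2 fold changes and standard errors in the deposited tables are the authors' DESeq2 results for the high-fat (HFD) over the standard diet (SD), and were used only as an alternative and beside the paper's tables. The p-values and adjusted p-values in the deposited tables are the authors' DESeq2 results for the same comparison, and served in the same way, adjusted again over the genes kept here. The deposited mean of a gene is not the mean of its libraries for most genes, so it was not used.

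Kidney mRNA of 8 SD and 8 HFD rats, kidney small RNA of 7 SD and 8 HFD rats, and urine small RNA of 8 SD and 8 HFD rats were compared by diet and by the lesions podocyte hypertrophy (PH) and mesangial matrix increase (MMI). The lesions of each rat were read by eye from the column labels of Figure 4d,e, where the last digits of 1246, 1248 and 1249 are the least sharp. In the small RNA tables each library's values are whole multiples of a step, which gave back whole reads for all libraries. In the mRNA table no such step was found, so no counts were recovered for mRNA. Assigned reads were 3429473 to 10584069 per kidney small RNA library and 282241 to 11932003 per urine library.

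Values were taken as log2 of the normalized count plus 1, after leaving out genes or small RNAs with a mean under 5 (kidney) or 1 (urine). Groups were compared with limma (version 3.58.1, trended variance, R 4.3.3). A call needed an adjusted p-value (Benjamini-Hochberg) under 0.05 in kidney and 0.1 in urine, with an absolute log2 fold change over 1, by diet. By lesion, the calls in kidney mRNA needed an adjusted p under 0.05, and the paper's unadjusted p under 0.05 with an absolute log2 fold change over 1 is given beside it, or alone for small RNA. DESeq2 and edgeR (4.0.16) were run on the recovered reads of the small RNA. Distances between libraries were Euclidean on scaled log2 values, with complete linkage. Differences in distance, shares of reads and correlations were tested by exact permutation, or by 100000 random permutations where the exact number was too large, always two-sided.

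Lists of genes by cell type and function, and of small RNAs by family and class, were tested with camera (correlation preset to 0.01, and estimated from the data as an alternative), adjusted over the lists of a comparison. The lists of genes that the paper names for PH and MMI were chosen by the study on these samples. With an estimated correlation 2 of the 44 list calls held, those of the miRNA class and the tRNA class in urine by diet.

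The genes and small RNAs named in the text were set by a rule: every gene or small RNA that the paper names in its results on sequencing or lists in Tables S1, S2 and S4 (whose values had been seen), the 10 per direction with the smallest p among those past the threshold of a comparison (or, where fewer than 5 pass, the 10 with the smallest unadjusted p), up to 4 members per list, and the reference genes of the qPCR. The comparisons, thresholds, lists and most alternatives were set before the data were examined. The alternatives were pseudocounts of 5 and 0.5, other filters, TMM factors and equal totals, robust variance, array weights, the authors' p-values, other reference sets for the small RNA, diet as a covariate, and leaving out rats. The edgeR test, the kinds of kidney small RNA library, the depth of the urine libraries and leaving out each rat in the comparisons by lesion were added after the data were seen.

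The pipeline was tested on simulated data built from the spread of these libraries, in which limma recovered 62.2% of mRNAs changed by a log2 fold change of 1 and 88.7% of those changed by 2, with 15 false calls. In kidney small RNA it recovered 14.0% and 70.0%, and in urine 6.12% and 36.2%. Recovery was counted by the adjusted p alone, without the fold limit that a call by diet needs. Each gene or small RNA was drawn independently, without the 2 kinds of library, so the false calls do not carry over to these data. A list of mRNAs shifted by 0.5 ranked first, while lists of small RNAs shifted by 0.5 were not called and those shifted by 1.5 ranked first. The qPCR, the staining and the clinical measures of the paper were not analysed here. Some planned results for single genes and lists, and correlations with them, are not reported here.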

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

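Chosen only after the results were seen were the tests of the 2 kinds of kidney small RNA library against other splits and against the kidney mRNA, and the test of the MMI calls with TMM factors. In 74 groups of 7 to 9 rats, 24 values stood far from the others of their group by a gap test on the normalized counts. Chance would mark about 1 in 20 groups, or 3.7, only for independent groups of normally distributed values. These groups share rats and hold skewed counts, so the 24 cannot be set against the 3.7.

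SD rat 1250 stood far above the other SD rats in 8 kidney miRNAs: miR-22-3p at 57270 normalized counts (next rat 11830), miR-140-5p at 3503 (425.8), miR-22-5p at 2853 (459.4), miR-144-3p at 2342 (262.8), miR-128-3p at 2275 (462), miR-28-5p at 2021 (479.1), miR-148b-5p at 349.5 (122.2) and miR-340-3p at 208.3 (37.61). HFD rat 1255 stood apart for kidney miR-205 (1078, next 410.2), Krt5 (1346, next 10.52) and Nr4a3 (221.2, next 22.77), and HFD rat 1271 for miR-140-5p (535.1, next 309.8). In kidney mRNA, the others were HFD rat 1252 for Epha3 (28.26, next 16.79), SD rat 1244 for Robo3 (48.73, next 25.52), HFD rat 1274 for Ccl20 (135, next 59.04), SD rat 1245 for Pros1 (708, next 509.2), SD rat 1246 for Krt5 (36.82, next 11.67) and, among the rats with MMI, rat 1256 for Fam193b (389.1, next 227.6). In urine, HFD rat 1256 stood apart for miR-205 (64.21, next 26.4) and let-7i-5p (606.4, next 305.3), and for miR-125b-5p among the rats with PH (26.77, next 14.84). Rat 1274 stood apart among those without PH for miR-21-5p (938.1, next 264.6), miR-125b-5p (12.97, next 5.033) and miR-29a-3p (201, next 82.69).

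The kidney small RNA libraries came in 2 kinds, with 545 small RNAs called between them. Chance cannot be told apart by other splits (real value 545, highest of the other splits 381, 1 of 100 splits as large), because the kinds were found in the same values. Thinning every library to the lowest depth left 543 calls, which argues against depth alone. Size selection cannot be told apart. The median log2 differences of the miRNAs (0.38) and the snoRNAs (0.09) differed by 0.2974, under the bound of 0.5 set beforehand, but that bound was wrong, because the snoRNAs went both ways (101 called higher and 102 lower in the kind above 1). Other longer classes were lower in that kind, with medians of -1.85 for rRNA, -0.65 for scaRNAs, -0.63 for miRNA precursors and -0.24 for snRNAs, of which 24 were called higher and 29 lower, while the mitochondrial tRNAs stood at -0.11, with 8 higher and 5 lower. A difference between the rats that their mRNA shares cannot be told apart from others, since limma called 0 kidney genes between the same rats, with 2582 at an unadjusted p under 0.05, while another split reached 5223, and no biological explanation of the kinds was tested.

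By MMI, 3561 kidney genes were called, more than in any other split (highest other 2925, 1 of 100 as large). That share is the smallest that 100 splits can give. With splits counted for several comparisons, it argues against chance for the number but does not exclude it. The authors' scaling is argued against as the whole source by 3775 calls with TMM factors, and a single library by a lowest count of 2043, without SD rat 1244. Whether every rat with MMI shares the change cannot be told apart, since Spearman's correlation across genes between the 2 sets of rats was 0.2401, and 8 of 35 groupings of the rats with a size factor above 1, the real one included, gave one as large in the same direction (highest other 0.5339). The bound set for that test beforehand was wrong, because a correlation that regroupings also reach excludes nothing, and this was decided after the result was seen. A highest other count of 2925 points to a structure among the samples that some splits follow, and 5 rats with MMI at one end of the first component, all of the small RNA kind below 1, may carry most calls, with 4451 genes called among the rats of that kind and 0 among the others (105 at an unadjusted p under 0.05 with an absolute log2 fold change over 1).

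In urine, the miRNA class was higher on HFD by a median log2 fold change of 1.372 (highest of the other splits 1.225, 1 of 100 as large). That share is the smallest that 100 splits can give, and it argues against chance without excluding it. As a share of the reads, the miRNAs made up 0.322% in the SD group and 0.510% in the HFD group (exact permutation test, two-sided, p = 0.309). The prediction set beforehand named a camera statistic of the class, and the median was used in its place. The counting of shallow libraries cannot be told apart. Thinning to the lowest depth gave a median of 0.5004, against 0.5785 without thinning at the same pseudocount, but that pseudocount, 12.869, itself lowers the median and damps the miRNAs of low count, where depth would act. Leaving out the 10 most abundant small RNAs gave 1.602, which argues against a few tRNAs taking the reads. A trend with depth within the diets cannot be told apart (Pearson's r 0.262, permutation p = 0.3503, n = 16), and the HFD libraries were deeper, so a difference in input that goes with depth stays open beside an effect of the diet. With the log of the reads as a covariate, 4 small RNAs were called, 0 of them miRNAs, at a miRNA median of 1.115.

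Other splits were counted for each comparison. For the number of calls in urine by diet, no other split came near (real 73, highest other 10, 1 of 100 splits as large). This argues against chance as far as 100 splits can tell. In urine by PH, few splits gave as many (real 86, highest other 94, 2 of 100), which does not exclude chance. The splits by PH leave the diet free, though 6 of the 9 rats with PH and 2 of the 7 without were fed HFD, and with diet as a covariate the 86 became 40 and the smallest adjusted p was 0.2775, so an effect of the diet stays open there. For kidney mRNA by PH, 4 of 100 splits, the real one included, gave as many as the 174 genes called. With splits counted for several comparisons, that share is low but does not exclude chance. The count was 0 without SD rat 1244, 1247 or 1249. The highest other value, 4804, is many times the real count and points to a structure of the samples. Chance cannot be excluded in kidney small RNA by PH (real 70, highest other 397, 15 of 100) or urine by MMI (real 22, highest other 102, 43 of 100). Where limma called 0, all 100 splits gave as many, with a highest other value of 903 in kidney mRNA by diet (593 genes at an unadjusted p under 0.05), 329 in kidney small RNA by diet (107 by limma, 134 by DESeq2 and 141 by edgeR at an unadjusted p under 0.05, each with 0 called) and 436 in kidney small RNA by MMI (4 at an unadjusted p under 0.05). The splits behind 329 and 436 nearly follow the 2 kinds of library.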

How the results depend on the processing

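Chosen only after the results were seen were edgeR, the kinds of small RNA library, the depth of the urine libraries and leaving out each rat by lesion. No paired analysis was possible because the SD and HFD rats are different animals and share no rat number. DESeq2 on kidney mRNA was not run, since no counts were recovered. Where no cause is named below, the cause was not tested.

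By diet, 0 kidney genes were called by limma (593 at an unadjusted p under 0.05) under 10 of 13 alternatives. Array weights gave 6 (5 higher, 1 lower), where 3 of 20 splits gave as many, the authors' p-values 4 (2 higher, 2 lower), and the rats with a small RNA size factor above 1 alone 3. Leaving out single rats gave 0 to 1 (without SD rat 1250). In kidney small RNA, 0 were called under 17 of 19 alternatives, with DESeq2 and edgeR among them (134 and 141 at an unadjusted p under 0.05, and 107 by limma) and with each rat left out. Array weights gave 471 (250 higher, 221 lower), and the median of the other splits was 317. The authors' p-values gave 9, all lower.

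By PH, the 174 kidney genes became 90 with no filter on low values, 63 with equal totals, 3806 with diet as a covariate, 0 without rats 1246, 1248 and 1249, 4 with the kind of small RNA library as a covariate (a fit that also leaves out rat 1246, whose kidney small RNA was not analysed, and 6 were called without that rat alone), 0 within the rats below 1 and 3 within those above 1, where PH and diet part the 7 rats alike, so that the values by PH and by diet are 1 result, here and in small RNA. Leaving out single rats gave 0 (1244, 1247, 1249), 1 (1271), 2 (1245, 1274), 3 (1275), 5 (1259), 6 (1246), 7 (1248), 8 (1255), 58 (1251), 95 (1267), 419 (1256), 2144 (1250) and 3803 (1252). The 896 genes at the paper's unadjusted thresholds became 1476 with diet as a covariate, 408 with the kind (763 without 1246 alone), 562 below 1 and 366 above 1, and up to 1333 with single rats left out. By MMI, the 3561 genes became 1482 without rats 1246, 1248 and 1249, 1635 with the kind as a covariate (2169 without 1246 alone), 4451 below 1 and 0 above 1 (402 at an unadjusted p under 0.05). Leaving out single rats gave 2043 (1244) to 4952 (1250), with 2056 without 1247, 2086 without 1274, 2169 without 1246 and 2212 without 1252. At the unadjusted thresholds, the 1295 genes became 2340 below 1 and 105 above 1, and 1071 to 1537 with single rats left out.

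In kidney small RNA at the unadjusted thresholds, the 70 by PH became 2 with diet as a covariate, 12 without rats 1246, 1248 and 1249, 13 with the kind, 17 below 1 and 132 above 1. The 0 by MMI (4 by limma at an unadjusted p under 0.05) became 1 with a pseudocount of 5, 1 with TMM factors, 2 with equal totals, 36 with diet as a covariate, 3 without the same rats, 2 with the kind, 11 below 1 and 6 above 1.

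In urine by diet, the 73 small RNAs became 206 (23 higher, 183 lower) with the miRNA median set equal, which lowers every other class by construction, 41 with the reference miRNAs set equal, 12 without libraries under 1000000 reads and 4 with the log of the reads as a covariate. Other scalings gave 53 (equal totals, 28 higher and 25 lower) and 79 (TMM), DESeq2 92 and edgeR 66. Leaving out single rats gave 47 (without SD rat 1249) to 95 (without HFD rat 1255). The miRNA class had 84 to 123 of 125 above 0 under these scalings. By PH, the 86 became 42 with a pseudocount of 5, 50 with a mean of at least 10 and 40 with diet as a covariate, and the 5 past the adjusted threshold became 0 with either pseudocount, 2 with equal totals, 0 with diet as a covariate and 7 (0 higher, 7 lower, against 3 and 2) without rats 1246, 1248 and 1249. By MMI, the 22 became 7 with a pseudocount of 5 and 11 with a mean of at least 10.

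Of the 44 lists called, 2 were called with an estimated correlation, 1 higher and 1 lower, both in urine by diet, and 0 in each of the other comparisons, in kidney mRNA and small RNA by diet, PH and MMI and in urine by PH. With TMM factors, 45 were called. The equal-totals scaling moved the median kidney miRNA by diet from -0.08 to 0.16.

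Among single genes, 11 values reversed. Within the rats above 1, those by MMI were Sc5d -0.0114, Egf -0.0193, Dnajb9 -0.00828 and Mif 0.29, and by PH 5S_rRNA.207-201 1.86 and miR-194-5p -1.19. Within the rats below 1, they were SNORD16.2-201 0.51, miR-676 0.35 and miR-30c-1-3p 0.16 by PH and SNORD16.2-201 -1.03 by MMI. With the authors' values, chr17.trna4472 in urine was -1.16. Beside these 11, 14219 values of single genes were the same in direction and side of the threshold, 794 fell below it and 411 passed it. With single rats left out, these counts were 11523, 673 and 284, and 0 reversed. In urine, 4 SD libraries and 1 HFD library held under 1000000 reads, and whether depth limits the results by diet stays open. By PH and MMI the depth was not varied.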

Differences from the paper's values

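All alternatives named in this part were set before the data were examined, except where it is said otherwise. A count is taken as within the paper's where neither is over 1.5 times the other, and a log2 fold change where the signs agree and the values differ by no more than the larger of the paper's standard error and the one found here (for values read from a figure, the one found here).

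The paper gives 4 genes differing by diet in the kidney at an adjusted p under 0.05 with an absolute log2 fold change over 1, and limma called 0 here (593 at an unadjusted p under 0.05). By qPCR, not analysed here, the paper also reports changes by diet of Epha3, Atp12a and Sult4a1, and no significant difference for Robo3. Of 26 alternatives, array weights (6) come within the paper's count, and so do the authors' p-values (4, among them Epha3, Atp12a, Robo3 and Sult4a1), which are the paper's own. The other 24 do not. Array weights call Sult4a1, Epha3 and Atp12a but not Robo3. The rats with a small RNA size factor above 1, a setting chosen after seeing the values, call Atp12a and drop the other 3. For kidney small RNA the paper gives 15 differing by diet, of which 9 are miRNAs, where 0 and 0 were called by limma (107 at an unadjusted p under 0.05), DESeq2 and edgeR (edgeR was chosen after seeing the values and drops all 15; 134 and 141 at an unadjusted p under 0.05). None of 30 alternatives comes within the 15, and of 28 for the miRNAs only the authors' p-values (8) come within the 9. These 8 are all lower in HFD and count miR-340-3p and miR-128-3p more than once, as copies in the annotation. They leave out miR-205, whose adjusted p in Table S2 is over 0.05.

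In urine, the paper gives 35 small RNAs higher in HFD, and 58 were called here. The alternatives within the paper's value are a pseudocount of 5 (51), a mean of at least 10 (41), equal totals (28), the authors' p-values (50), reference miRNAs set equal (26), and leaving out SD rat 1249 (41), HFD rat 1256 (49) or HFD rat 1275 (50), and 23 others are not. The edgeR test, chosen after seeing the values, gives 41, and drops 11 of the 40 small RNAs that are higher in Table S4 at an adjusted p under 0.1 with an absolute log2 fold change over 1. With equal totals the whole number called, 53, equals the paper's 53, but 28 of them were higher in HFD, against the paper's 35, so only the totals match. The paper lists 240 mitochondrial tRNAs in urine, where 16 are annotated as such here and 240 are tRNAs of nuclear genes, with no alternative.

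At the paper's unadjusted p under 0.05 with an absolute log2 fold change over 1, the paper gives 75 genes with MMI and 54 with PH, and 1295 and 896 were found here, with none of 8 alternatives within either. The 7 rats with a small RNA size factor above 1, a setting chosen after seeing the values, give 105 with MMI, which is within the 75 but drops all 12 genes the paper names. For urine miRNAs with PH at these thresholds the paper gives 4, and 49 were found here. In Fig. 10, read by eye, miR-1843a-5p has a log2 fold change with PH of about 2.0, and it was 1.36 here, with the alternatives of a pseudocount of 0.5 (1.53) and without rats 1246, 1248 and 1249 (1.48) within the paper's value and 5 not. In the same figure miR-29a-3p has about 1.5, and it was 2.21 here, with a pseudocount of 5 (1.92), TMM factors (2.10), diet as a covariate (1.46) and without the same rats (1.77) within it and 4 not.

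The paper states 40 to 50 M reads per kidney mRNA library, where the normalized counts sum to 17.6 to 22.6 M. It states 12 to 15 M per small RNA library, where the reads assigned in kidney are 3.43 to 10.6 M. The paper's figures are reads per sample, while those here are sums of normalized counts for mRNA and reads assigned for small RNA, so the scales differ.

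In Table S1, the paper's log2 fold change of Krt5 is 2.91, and it was 0.48 here. Leaving out SD rat 1246, HFD rat 1259 or HFD rat 1274 comes within it, as do the authors' values, which are the paper's own. The other 21 alternatives do not. Of the settings chosen after seeing the values, the kind of small RNA library as a covariate (1.64, in a fit that also leaves out SD rat 1246) and the rats with a size factor below 1 (2.07) come within it, and both drop the 4 genes past the thresholds in Table S1.

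In Table S2, the paper's values and those found here were 1.00 and 2.44 for miR-155-5p, 1.11 and 2.24 for U6.122-201, 0.981 and 1.98 for U6.403-201, -1.18 and -2.24 for miR-676, and -1.22 and -1.95 for miR-760-3p. The authors' values, which are the paper's own, come within the paper's for each. So do a pseudocount of 5 (not for miR-676), reference miRNAs set equal (for miR-155-5p, U6.122-201 and U6.403-201), DESeq2 on the recovered reads (for miR-155-5p, miR-676 and miR-760-3p), and equal totals (for miR-676 and miR-760-3p). TMM factors and the miRNA median set equal do so for miR-760-3p. Leaving out single rats does so without HFD rat 1275 for each of the 5, and without other rats for each. The alternatives not within the paper's value number 19, 22, 16, 23 and 12 in the order given. Of the settings chosen after seeing the values, the kind of library as a covariate comes within it for all 5, the libraries with a size factor below 1 for miR-155-5p, U6.403-201 and miR-760-3p, those above 1 for miR-155-5p and U6.122-201, and edgeR for miR-676 and miR-760-3p, and each drops all 6 small RNAs past the thresholds in Table S2.

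In Table S4, the paper's values and those found here were 2.38 and 3.23 for miR-30e-5p, 1.91 and 2.78 for miR-205, 1.78 and 2.48 for miR-203a-3p, 1.76 and 2.51 for miR-29a-3p, 1.36 and 2.20 for miR-499-5p, 1.27 and 1.91 for miR-10a-5p, 1.17 and 2.22 for miR-148a-3p, 1.14 and 1.94 for miR-26b-5p, 1.06 and 1.90 for let-7b-5p, 1.03 and 2.43 for miR-429, and 1.02 and 2.25 for miR-200a-3p. DESeq2 on the recovered reads comes within the paper's for all 11, as do the authors' values, which are the paper's own. So do equal totals (not for miR-429), the miRNA median set equal (not for miR-10a-5p), reference miRNAs set equal (not for miR-205, miR-429 and miR-200a-3p), a pseudocount of 5 (not for miR-148a-3p, miR-429 and miR-200a-3p) and array weights (not for miR-148a-3p, let-7b-5p, miR-429 and miR-200a-3p). TMM factors do so for miR-203a-3p, miR-29a-3p, miR-10a-5p and let-7b-5p. Leaving out a rat does so for all but miR-429 and miR-200a-3p, most often SD rat 1247 or 1249. The alternatives not within the paper's value number 17, 18, 14, 17, 18, 14, 22, 20, 18, 26 and 25.

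Of the small RNAs lower in Table S4, the paper's values and those found here were -1.16 and 0.0459 for chr17.trna4472, -1.56 and -2.73 for SNORD14.1-201, -1.63 and -2.86 for SNORD14.4-201, -2.24 and -1.34 for 5S_rRNA.207-201, and -2.35 and -1.46 for chr13.trna4827. Within the paper's value for chr17.trna4472 are equal totals, the authors' values and the miRNA median set equal. For both SNORD14 RNAs these are a pseudocount of 5, the authors' values and DESeq2 on the recovered reads, and for SNORD14.1-201 also without HFD rat 1275. For 5S_rRNA.207-201 and chr13.trna4827 they are equal totals, the authors' values, DESeq2, the miRNA median or the reference miRNAs set equal, and leaving out 5 and 3 of the rats, and for chr13.trna4827 also array weights. The alternatives not within it number 26, 25, 26, 19 and 20. Of the settings chosen after seeing the values, edgeR comes within the paper's value for these 5 and the 11 above, and drops 13 of the 62 small RNAs past the thresholds in Table S4. Leaving out the libraries under 1000000 reads (which drops 55) and the log of the reads as a covariate (58) do so for miR-205, miR-203a-3p, miR-29a-3p, miR-499-5p, miR-10a-5p, miR-26b-5p and chr13.trna4827, the first also for let-7b-5p and the second for miR-30e-5p.

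The paper speaks of a combined upregulation of miR-205, miR-22-3p, miR-22-5p and miR-144-3p in the kidney on HFD. The last 3 had log2 fold changes of -0.79, -1.16 and -0.85 here, and -0.93, -1.18 and -1.23 in the authors' deposited table, while miR-205 had 1.5. The paper names miR-205 as the miRNA shared by kidney and urine, where 0 miRNAs were called in both by limma, since 0 were called in kidney (2 of the 56 called in urine had an unadjusted p under 0.05 there), though miR-205 was above 0 in both. By qPCR, not analysed here, the paper also reports higher miR-205 on HFD in kidney and in urine. The paper reports no urinary miRNA with MMI, and miR-423-3p was lower at its unadjusted thresholds (-1.23). It states that Gsta3 alone is lower with PH, and at an adjusted p under 0.05, the threshold chosen here, 72 genes were lower, Gsta3 with the smallest p. Its text gives all HFD rats early lesions, MMI and PH among them, while the panels of Figure 4d,e, read by eye, place 2 HFD rats without PH and 3 without MMI. It gives a larger SD group for the kidney mRNA than the 8 rats used here.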

Other observations

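No test in this part was chosen after its result was seen, apart from the comparison of rats without small libraries. Genes of lipid handling did not change as lists on HFD in the kidney (camera on limma values). Fatty acid oxidation and PPAR alpha targets had 12 of 25 above 0 (adjusted p = 0.599), with Fabp3 at -0.47 (standard error 0.20) and Plin2 at 0.26 (standard error 0.16). Fatty acid synthesis had 6 of 14 above 0 (adjusted p = 0.872), cholesterol genes 9 of 19 (adjusted p = 0.775), and lipid uptake and storage 6 of 16 (adjusted p = 0.599), with Dgat1 at -0.30 (standard error 0.11) and Plin5 at -1.07 (standard error 0.49). Adipocyte markers had 0 of 9 above 0 (median -0.96, adjusted p = 0.0679), with Adipoq at -0.40 (standard error 0.28). Antioxidant and glutathione genes had 6 of 19 above 0 (adjusted p = 0.0721), circadian clock genes 11 of 19 (adjusted p = 0.0679), with Bhlhe41 at 0.89 (standard error 0.35), and immediate early genes 13 of 17 (adjusted p = 0.0841). None of these genes passed the test by itself.

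Markers of the nephron did not move as lists by diet either. Podocyte markers had 10 of 19 above 0 (adjusted p = 0.520), with Cd2ap at 0.45 (standard error 0.18), mesangial and pericyte markers 3 of 9 (adjusted p = 0.775), endothelial markers 3 of 11 (adjusted p = 0.599), proximal tubule markers 6 of 16 (adjusted p = 0.699), thick ascending limb markers 0 of 8 (adjusted p = 0.375), intercalated cell markers 3 of 13 (adjusted p = 0.872) and extracellular matrix genes 18 of 26 (adjusted p = 0.490). Interferon genes had 4 of 15 above 0 (adjusted p = 0.497). The genes that the paper names for MMI had 0 of 12 above 0 by diet (median -0.27, adjusted p = 0.212).

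In the authors' deposited tables, the log2 fold change had the same sign as here for 92.7% of genes in kidney mRNA, 80.4% of kidney small RNAs and 92.1% of urine small RNAs. The adjusted p-values of those tables, with an absolute log2 fold change over 1, give 4, 9 and 73 of them. Without the urine libraries under 1000000 reads, 97 of the 125 miRNAs were above 0 (median 0.78), 7 of them called, miR-101b-3p among those.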
